# Expression Profiling of Attenuated Mitochondrial Function Identifies Retrograde Signals in *Drosophila*

**DOI:** 10.1534/g3.112.002584

**Published:** 2012-08-01

**Authors:** William A. Freije, Sudip Mandal, Utpal Banerjee

**Keywords:** electron transport, glycolysis, cytochrome oxidase Va, lactate, microarray

## Abstract

Mitochondria are able to modulate cell state and fate during normal and pathophysiologic conditions through a nuclear-mediated mechanism collectively termed as a retrograde response. Our previous studies in *Drosophila melanogaster* have clearly established that progress through the cell cycle is precisely regulated by the intrinsic activity of the mitochondrion by specific signaling cascades mounted by the cell. As a means to further our understanding of how mitochondrial energy status affects nuclear control of basic cell decisions, we have employed Affymetrix microarray-based transcriptional profiling of *Drosophila* S2 cells knocked down for the gene encoding subunit Va of the complex IV of the mitochondrial electron transport chain. The profiling data identify transcriptional upregulation of glycolytic genes, and metabolic studies confirm this increase in glycolysis. The data provide a model of the shift of metabolism from a predominately oxidative state toward a predominately aerobic glycolytic state mediated through transcriptional control. The transcriptional changes alter many signaling systems, including p53, insulin, hypoxia-induced factor α, and conserved mitochondrial retrograde responses. This rich dataset provides many novel targets for further understanding the mechanism whereby the mitochondrion manages energy substrate disposition and directs cellular fate decisions.

Mitochondria are dynamic cellular organelles that act as metabolic hubs to integrate diverse cell extrinsic and intrinsic signals that modulate cell proliferation, differentiation, and death (DiMauro and Schon 2003; Ott *et al.* 2009; Mandal *et al.* 2011;). The *Drosophila* mitochondrial genome encodes only 13 proteins (Garesse and Kaguni 2005), with the vast majority of proteins involved in mitochondrial structure and function encoded by the nuclear genome. Therefore, proper communication between mitochondria and the nucleus is essential for maintaining cellular homeostasis. As mitochondrial biogenesis is completely dependent on the nuclear genome, much attention has been paid to understanding anterograde regulation, the mechanism by which information and materials are transferred from the nucleus and cytoplasm to the mitochondria. However, recent studies in diverse organisms have uncovered a unique process of retrograde regulation by which mitochondria exert specific effects on nuclear function and thereby modulate cellular function under normal and pathophysiological conditions. Although the phenomenon of mitochondrial retrograde regulation is conserved from yeast to humans, the molecular mechanisms underlying the process vary across phyla (Butow and Avadhani 2004).

In budding yeast, the organism most investigated for mitochondrial retrograde signaling, a group of transcription factors known as retrograde (RTG) proteins are involved in transducing a mitochondrial dysfunction signal to the nucleus (Liu and Butow 2006). Through intranuclear translocation, the RTG proteins induce the transcription of specific target genes, which in turn modulate mitochondrial function. A primary function of the RTG target genes is to maintain glutamate supplies to meet biosynthetic needs, as glutamate through the amine derivative glutamine provides all the nitrogen used in biosynthetic reactions. Retrograde regulation in higher plants, as observed in *Brassica juncea*, involves the MAPK signaling pathway in modulating the expression of nuclear genes associated with cytoplasmic male sterility (Yang *et al.* 2008). Signaling from mitochondria to nucleus has also been evidenced in mammalian cells. Using C2C12 skeletal myoblasts, mitochondrial stress was found to increase intracytoplasmic calcium ion levels and subsequently activate calcineurin (Biswas *et al.* 1999). In a model of cancer, osteosarcoma cells depleted of mitochondria were observed to have increased *inosine 5′-monophosphate dehydrogenase type 2* and *ubiquinol cytochrome-c reductase core protein I* proteins as a response to mitochondrial depletion (Kulawiec *et al.* 2006). This increase in protein production was returned to baseline wild-type levels with repletion of mitochondria through cybrid formation, indicating continuous monitoring and a reversible feedback control.

In recent years, our studies with the genetically tractable organism *Drosophila melanogaster* led to the identification of two independent retrograde signaling pathways that are activated upon mitochondrial dysfunction and impose a block in G1–S progression during the cell cycle (Mandal *et al.* 2005; Liao *et al.* 2006). Molecular genetics analyses revealed that cells mutant for the gene encoding *Cytochrome c oxidase subunit Va* (*CoVa* ) of complex IV of the electron transport chain specifically activate a retrograde signaling pathway that involves both *AMP-activated protein kinase* and *p53*. The activated *p53* leads to transcriptional activation of *archipelago*, the F-box protein responsible for specific ubiquitinylation of *CyclinE* (Mandal *et al.* 2010). The targeting of *CyclinE* results in proteasomal degradation and thereby imposes a block in G1–S progression. Interestingly, despite a significant drop in cellular ATP level, the *CoVa* mutant cells do not apoptose, undergo normal differentiation, and can even send axonal projections to the brain. This suggests that apart from activating a G1 cell-cycle checkpoint, retrograde signaling in *CoVa* mutant cells also modulates nuclear gene expression to support cell survival and activity in an altered metabolic condition. To better understand the genome-wide response to mitochondrial dysfunction, we have employed Affymetrix 3′ gene expression microarrays to define the transcriptional changes in *Drosophila* S2 cells knocked down for *CoVa* as a follow-up of our initial mechanistic studies.

The transcriptional profiling experiments described herein reveal that with loss of *CoVa* by RNA interference (RNAi) there is upregulation of glycolytic genes, thereby demonstrating a shift from oxidative phosphorylation to aerobic glycolysis. A systems biologic interpretation of the most highly differentially expressed genes reveals a portrait of the cellular response to abrogation of electron transport function and identifies the specific genes the cell uses to acquire glucose, control the metabolism through the glycolytic pathway, and generate and dispose of metabolites. Conserved signaling pathways are also found within this data. These responses include the action of p53, insulin, hypoxia-induced factor α (*Hifα*), stress oxidant responses, and other conserved mitochondrial retrograde signals. This transcriptional data therefore supplies important models of cell-cycle control, energy management, and conserved mitochondrial retrograde responses.

## Materials and Methods

### *CoVa* RNA interference in S2 cells and microarray expression profiling

RNAi using a sequence specific to *CoVa* was performed in *Drosophila* S2 cells as previously described (Mandal *et al.* 2005). A GFP sequence not found in the *Drosophila* genome was used as an experimental control. A DNA template for *in vitro* transcription was amplified using *CoVa* primer sequences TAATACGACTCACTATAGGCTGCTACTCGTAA (forward) and TAATACGACTCACTATAGGGTACTTCGTA (reverse); GFP primer sequences TAATACGACTCACTATAGGGAGTGAA (forward) and TAATACGACTCACTATAGGGAGCTTC (reverse). A plasmid containing the GFP coding sequence was kindly provided by Dr. Arnold Berk of the Molecular Biology Institute at UCLA. Using the DNA template amplified from either *CoVa* or GFP, interfering RNA specific for *CoVa* and GFP were *in vitro* transcribed using Megascript T7 RNA polymerase (Ambion, Austin, TX). Cultured *Drosophila* S2 cells were transfected with 20 μg of RNA specific for either GFP or *CoVa* using calcium phosphate. In the pilot experiment, cells were harvested at 48 and 168 hr after transfection. In the second and third replicates, cells were harvested at 72, 96, 120, and 168 hr after transfection for a total of three independent time course experiments. At the time of cell collection, low-speed centrifugation and washing in PBS was performed. Total RNA was extracted using trizol (Invitrogen; Carlsbad, CA) as per the manufacturer's protocol. RNA cleanup using the mini RNEASY column was performed as per the manufacturer's protocol (Qiagen; Valencia, CA). RNA quality was ensured by spectrophotometric absorption at 260nm/280nm, as well as by the Agilent Bioanalyzer, which ensured integrity of the small and large ribosomal subunits and lack of degradation (Agilent; Santa Clara, CA).

Total RNA (1 μg) was used to generate microarray probes by standard Affymetrix protocol (Enzo Diagnostics; Farmingdale, NY), which were hybridized to the Affymetrix *Drosophila* genome 2 arrays (Affymetrix; Santa Clara, CA). The Gene Chip Operating System was used to define absent/present calls and generate cel files using the default settings. Data files (cel) and corresponding text files were uploaded into the dCHIP program and normalized to the median intensity array. Pairwise comparisons were made between the GFP controls and the *CoVa* RNA–interfered S2 cells.

### Quantitative reverse-transcription polymerase chain reaction

*Phosphofructokinase* (*Pfk*), *phosphoglycerate kinase* (*Pgk*), and the *Drosophila* homolog of lactate dehydrogenase, *Ecdysone-inducible gene L3* (*Impl3*), were evaluated by quantitative reverse-transcription polymerase chain reaction (qRT-PCR). RNA (1 μg) from the 72 hr time point was evaluated by Super Script Platinum SYBR green One Step q-PCR according to manufacturer's protocol (Invitrogen) using an ABI 7500 thermocycler with the following parameters: 50 C for 10 min, 95 C for 5 min, then 40 cycles of 95 C for 15 sec and 60 C for 60 sec. Data were normalized to *Rpl10*, and relative quantification to the GFP sample was made using the ΔΔCt method (Livak and Schmittgen 2001). *Rpl10* was used as an amplification control and was selected from a survey of the microarray data for genes with the lowest coefficient of variation. The sequences of the primers are as follows: *Impl3* forward, ATGGCATTGACAAGGATGTG; *Impl3* reverse, GACATGATGTTGGCGGACTT; *Pfk* forward, AGACGATGGGTGGCTACTGT; *Pfk* reverse, GGCCATGTGGTAGACATCCT; *Pgk* forward, AATTGTCGCTGCCTTGGATA; *Pgk* reverse, GGTGCCAGGGTGTACTTGAT; *Rpl10* forward, AAGAAGGTGCTCTGCCTGTC; *Rpl10* reverse, CGCACATTCTGCCAGTTCT. Statistical significance was evaluated by Fisher's protected least significant difference using StatView software version 5 (SAS, Cary, NC).

### Lactate measurement

The conditioned media from the S2 cells was collected at 168 hr after either GFP (control) or *CoVa* RNAi. Lactate measurements were made in triplicate using an enzyme-linked ultraviolet absorption method (Raisio Diagnostics, Rome, Italy) calibrated to known standards. Statistical significance was evaluated by Fisher's protected least significant difference.

### Quantification of glycolysis through the extracellular acidification rate of S2 cell cultures

S2 cells were cultured in Schneider's media, and *CoVa* and GFP knockdown was performed using small interfering RNA as previously described (Mandal *et al.* 2005). Cells were subcultured every 3 days, and daily cell counts were assayed. One hundred thirty-two hours after RNAi treatment, coincident with the growth plateau seen in *CoVa* knockdown cells and with the observed shift to glycolytic gene expression found in the microarray analysis, the cells were counted and seeded into the proprietary Seahorse culture plate for a projected density of 50,000 cells per milliliter after an overnight rest. The following morning (144 hr), the cell media was decanted and replaced with DMEM low-glucose media (glucose 2.5 mM) for 5 hr. Real-time measurements of the media pH was made as an index of the cellular response to a glucose load (25 mM), followed by a bolus of 2-deoxyglucose (2dG, 225 mM) as a specific inhibitor of glycolysis in the extracellular flux (XF) instrument (Seahorse Bioscience; Chicopee, MA). The resulting graph of extracellular pH over time indicates the glycolytic capacity of the cells, and using the area under this curve (AUC), direct comparison of the GFP controls with the *CoVa* knockdown cells was made after correcting for cell count, which was performed immediately after the extracellular flux measurements were recorded. The experiment was performed independently three times, and statistical significance for each experiment was evaluated by *t*-test.

## Results

Growth of *Drosophila* S2 cells is slowed when RNAi is used to abolish *CoVa* transcription (Figure 1), consistent with both *in vivo* and *in vitro* prior studies from our laboratory (Mandal *et al.* 2005). S2 cells transfected with a GFP control retain proliferative capacity after transfection, whereas *CoVa* knockdown cells display slowed growth by 96 hr after transfection. Using these growth kinetics, we selected 72, 96, 120, and 168 hr as time points to perform microarray expression profiling. Microarray signal intensity of *CoVa* transcripts revealed a knockdown that paralleled the cell growth kinetics, with a mean knockdown of 70% at the termination of the experiment (supporting information, Figure S1). 

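The transcript of CoVa, whose protein is one of the complex IV subunits encoded in the nucleus, was less abundant in CoVa RNAi cells than in GFP controls in 9 of 10 matched pairs. The loss was deepest in experiment 2 and shallowest in experiment 3. At 168 hr the signal intensity was 8413 in GFP and 2278 in CoVa RNAi cells of experiment 1, 8962 and 804 in experiment 2, and 7060 and 3841 in experiment 3. The percent decrease at 168 hr was 72.9, 91.0 and 45.6 in these experiments, a mean of 69.8 ± 22.9 (SD, n = 3; exact sign-flip test, 2-sided p = 0.25, the smallest p that 3 experiments allow). In experiment 2 the decrease was 60.3% at 72 hr, 58.4% at 96 hr and 66.7% at 120 hr. In experiment 3 it was 24.8%, 30.7% and 36.8% at the same times. The only pair at 48 hr, in experiment 1, had 7336 in GFP and 8364 in CoVa RNAi cells. Over all times the CoVa signal was 8176 ± 695 in GFP and 4177 ± 2134 in CoVa RNAi cells (SD, n = 10 arrays each), a log2 fold change of -1.17 (SE 0.28, adjusted p = 0.00602 from limma). Without replicate 2 the log2 fold change was -0.69 and did not pass (adjusted p = 0.14, range 0.00233 to 0.14 over 19 alternatives).

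**Figure D1:**
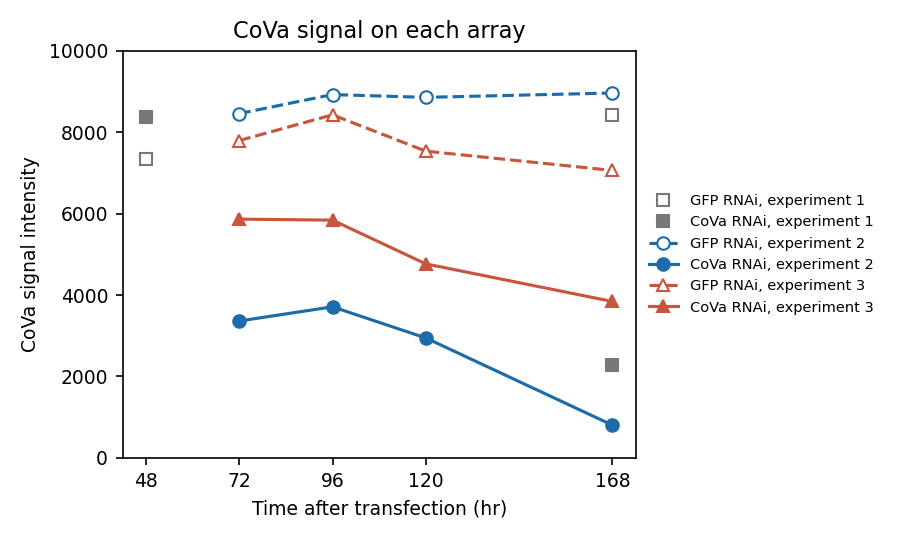
Signal intensity of CoVa on each array against the hours after transfection, with open symbols and dashed lines for GFP RNAi and filled symbols and solid lines for CoVa RNAi. In experiment 2 the CoVa RNAi arrays go from 3361 at 72 hr to 804 at 168 hr, and in experiment 3 from 5864 to 3841.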

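CoVa is a nuclear gene for a subunit of cytochrome c oxidase, complex IV of the electron transport chain, and S2 cells are a line of embryonic origin with the character of blood cells. The cells were transfected with interfering RNA against CoVa or, as the control, against GFP, a gene that flies lack. RNA of each sample was hybridized to 1 Affymetrix Drosophila Genome 2 microarray. The labels give 10 GFP arrays and 10 CoVa arrays in 3 independent time courses. Experiment 1 was sampled at 48 and 168 hr, and experiments 2 and 3 were sampled at 72, 96, 120 and 168 hr. Each GFP array therefore has a CoVa array of the same experiment and time, which makes 10 matched pairs. 1 further array, of untransfected cells at 48 hr, entered no comparison. The authors normalized the arrays in dChip to the array of median intensity, and their linear signal intensities were used as they stand. The 18769 probesets had values from 9.60, a lowest value that recurs on every array, to 16299, and the medians of the 21 arrays lay between 67.5 and 94.4. The number of arrays limits the precision of each fold change. For the comparisons, 32 was added to each value before taking log2, and the 9858 probesets that reached 100 on at least 3 of the 20 GFP and CoVa arrays were tested with limma, without a term for the experiment. P values were adjusted by the method of Benjamini and Hochberg over these probesets. Where the mean of a condition lay under 100, near the background, the size of a log2 fold change is uncertain. Errors after ± are standard deviations over the arrays of a condition, and SE is the standard error of a log2 fold change.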

The expression profile time series was performed in triplicate and is available at GEO accession number GSE32912.

**Figure 1:**
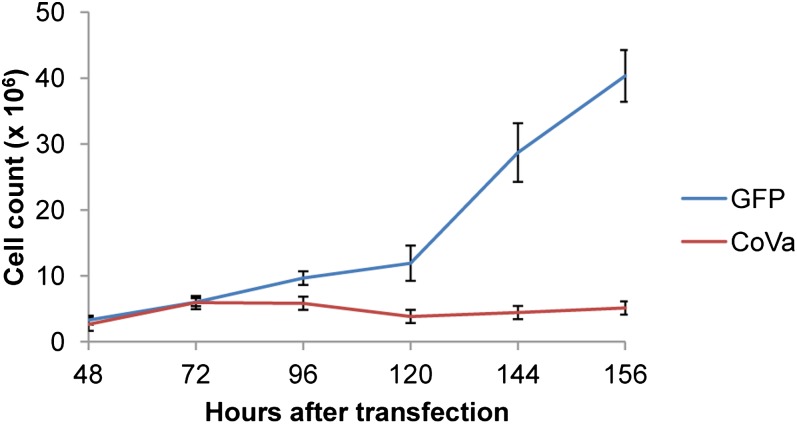
Proliferation profile of *Drosophila* S2 cells treated with either GFP or *CoVa* RNAi. S2 cells were treated with either GFP (control, blue) or *CoVa* interfering RNA (red). After initial rounds of mitosis, *CoVa* RNAi–treated cells slow down and stop dividing. Error bars indicate standard deviation.

### Transcriptional profiling identifies groups of genes that are coordinately and consistently altered by loss of electron transport function through *CoVa* RNAi

To identify the genes most reliably changed by loss of *CoVa*, a stringent pairwise comparison was made between all control time points and all *CoVa* time points using all three independent time course experiments and the following comparison criteria: a minimum of 2-fold or greater difference below a 90% confidence bound; absolute difference greater than 500 (which is greater than 5-fold higher than the noise floor); and a *P* value less than 0.05 using a Welch-modified two-sample *t*-test. This identified 25 probesets consisting of 22 genes consistently and robustly altered by loss of *CoVa* expression (Figure 2). Of these 22 significantly and differentially expressed genes, 18 are upregulated and 4 are downregulated. 

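Among the genes that changed, NimC4, a receptor with which phagocytes take up dying cells, fell, as did btn, which encodes a homeodomain transcription factor, and Ama, a secreted adhesion protein. ItgaPS4, an integrin alpha subunit, and CG10126 rose. NimC4 fell from 554 ± 151 to 152 ± 83.2 (SD, n = 10 arrays each, log2 fold change -1.75, SE 0.22, adjusted p = 4.01e-05 from limma). The signal of btn fell from 321 ± 144 to 69.6 ± 55.5 (at least 3.21-fold lower, taken against a signal of 100, log2 fold change -1.88, SE 0.30, adjusted p = 2.92e-04). CG14516, now named superdeath, fell from 381 ± 159 to 62.8 ± 41.9 (at least 3.81-fold lower), and CG16762 from 188 ± 138 to 19.8 ± 13.1 (at least 1.88-fold lower). CG8745 fell from 495 ± 250 to 162 ± 145 (log2 fold change -1.68, SE 0.42, adjusted p = 0.00812). ItgaPS4 rose from 29.1 ± 24.1 to 222 ± 182 (at least 2.22-fold higher, log2 fold change 1.81, SE 0.34, adjusted p = 0.00121) and CG10126 from 34.0 ± 21.0 to 399 ± 500 (at least 3.98-fold higher, log2 fold change 1.88, SE 0.53, adjusted p = 0.0177). Each of these genes moved the same way in 10 of 10 matched pairs, which was a condition for naming it here and so is no support. None of them met the stringent criteria. Without the 168 hr arrays ItgaPS4 (log2 fold change 1.33, adjusted p = 0.0672, range 2.29e-04 to 0.0844 over 18 alternatives), CG10126 (1.15, adjusted p = 0.199, range 0.00337 to 0.199 over 19), CG8745 (-1.49, adjusted p = 0.149, range 8.37e-06 to 0.32 over 19) and Ama (-0.92, adjusted p = 0.245, range 0.00129 to 0.303 over 19) did not pass. In all, 1116 probesets were higher and 638 lower in CoVa RNAi cells at an adjusted p under 0.05 from limma, which is 17.8% of those tested. With the 10 matched pairs as a block, 2539 were higher and 1571 lower, among them 1114 and 638 of the former. After quantile normalization 794 were higher and 731 lower, so that the share of higher probesets was 52.1% in place of 63.6%. Leaving out experiment 2 left 251 higher and 97 lower, and leaving out the 168 hr arrays left 251 and 75. In 1538 of the tested probesets all 10 pairs differed in the same direction. These pairs come from 3 time courses and are not 10 independent samples, so the count has no test.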

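Large increases among these genes were found in CG4726, a predicted solute transporter of the major facilitator family, in GstE9, a glutathione transferase that detoxifies lipid peroxidation products, and in ImpL3, the lactate dehydrogenase that closes anaerobic glycolysis. CG4726 and GstE9 were near the background in GFP controls, so their fold is given as a lower limit, taken against a signal of 100, and the size of their log2 fold change depends on the value added. ImpL3 rose from 223 ± 181 to 3731 ± 2414 (SD, n = 10 arrays each, ratio 16.8, log2 fold change 3.79, SE 0.59, adjusted p = 2.35e-04 from limma). GstE9 rose from 62.9 ± 41.0 to 1837 ± 1660 (at least 18.4-fold higher, log2 fold change 3.69, SE 0.54, adjusted p = 1.40e-04), and CG4726 from 51.2 ± 39.9 to 1767 ± 1981 (at least 17.7-fold higher, log2 fold change 3.19, SE 0.77, adjusted p = 0.0066). Each was higher in 10 of 10 matched pairs, and without the 168 hr arrays CG4726 did not pass (log2 fold change 2.03, adjusted p = 0.182, range 0.00198 to 0.182 over 19 alternatives). The same criteria, applied to the deposited values with a 90% bound for the ratio of the means from Fieller's method, passed 24 probesets, 20 higher and 4 lower. They held 23 of the 24 probesets of Figure 2 that Table S1 identifies and 21 of its 22 genes. The gene left out was Cyp9c1, whose bound lay below the criterion and rounds to 2.00. The remaining passing probeset is a second one of GstE9 (ratio 4.38), which Table S1 names GstE8. The paper's count for Figure 2 is 25 probesets, and whether this one is among them could not be settled. With the 168 hr arrays left out, 10 probesets passed, and without replicate 3 there were 12.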

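The 4 lower genes act at different steps. Gdh makes α-ketoglutarate from glutamate in mitochondria, and Pgk makes ATP in glycolysis. Nup50 helps import proteins into the nucleus, and CG4829 is predicted to transfer glutamyl groups. All 4 were lower in CoVa RNAi cells in 10 of 10 matched pairs. Gdh fell from 2789 ± 413 to 658 ± 146 (SD, n = 10 arrays each, log2 fold change -2.05, SE 0.12, adjusted p = 2.19e-09 from limma). CG4829 fell from 735 ± 230 to 219 ± 166 (log2 fold change -1.77, SE 0.33, adjusted p = 9.49e-04), Nup50 from 1297 ± 94.1 to 405 ± 108 (log2 fold change -1.64, SE 0.11, adjusted p = 1.19e-08) and Pgk from 3038 ± 238 to 1094 ± 260 (log2 fold change -1.48, SE 0.11, adjusted p = 4.04e-08). On the arrays up to 120 hr alone, CG4829 did not pass (log2 fold change -1.26, adjusted p = 0.0763, range 1.79e-04 to 0.0767 over 19 alternatives). In the 48 hr pair, which has no replicate, the ratio of CoVa RNAi to GFP was already 0.401 for Gdh, 0.462 for Nup50 and 0.583 for Pgk, and it was 1.14 for CoVa itself.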

To identify the effect of time in culture, a repeated measures analysis of variance was performed. This analysis identified that 19 of these 22 genes are statistically significantly different, indicating that time in culture after initial knockdown was related to the degree of expression changes (*P* range from 1 × 10^−5^ to 0.03). 

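Among the 22 genes, the response of the cytochrome P450 gene Cyp6a23 grew from early to late time points, whereas the glycolytic kinase gene Pgk was low from the start. A straight line through the log2 difference of each matched pair against hours had a slope of 0.78 per 24 hr for Cyp6a23 (adjusted p = 7.01e-05 from limma, n = 10 pairs) and 0.71 for ImpL3 (adjusted p = 0.0135). The slope of ImpL3 did not pass without replicate 1 (slope 0.45, adjusted p = 0.137), without replicate 2 (slope 0.71, adjusted p = 0.108) or with time as a factor (adjusted p = 0.191, range 0.0042 to 0.191 over the alternatives). For Pgk the slope was 0.01 per 24 hr (adjusted p = 0.905), although it passed without the 48 hr pair (slope 0.11, adjusted p = 0.0386) and without replicate 1 (slope 0.14, adjusted p = 0.0257). In all, 20 of the 22 genes had a slope past the threshold, and 20 when adjusted over the list alone; because the study chose these genes on the same arrays, the second count is not independent evidence. Over the alternatives the count ran from 14, with time as a factor, to 21, with a block for the experiment. The mean log2 response of the 22 genes was 0.62 in the 48 hr pair, 0.71 and 1.03 at 72 hr in experiments 2 and 3, and 2.72, 2.82 and 2.67 at 168 hr in experiments 1, 2 and 3. Over all tested probesets, limma passed 0 higher and 3 lower at 72 hr (243 at an unadjusted p under 0.05), 137 and 12 at 96 hr, 229 and 72 at 120 hr, and 901 and 733 at 168 hr, where quantile normalization gave 674 and 794. With a block for the experiment these became 4 and 3, 443 and 74, 654 and 414, and 1843 and 1443. The counts at 168 hr rest on experiments 1, 2 and 3, and the earlier ones on experiments 2 and 3 alone. They therefore also differ in power. The 3 probesets at 72 hr were Pgk (log2 fold change -1.86, adjusted p = 3.01e-05), Gdh (-1.71, adjusted p = 0.0253) and Nup50 (-1.61, adjusted p = 0.0253). Without replicate 2 no probeset passed at any time, and without replicate 3 the counts were 0 at 72 hr, 0 at 96 hr, 2 at 120 hr and 2499 at 168 hr, each in a fit with 2 residual degrees of freedom.

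**Figure D2:**
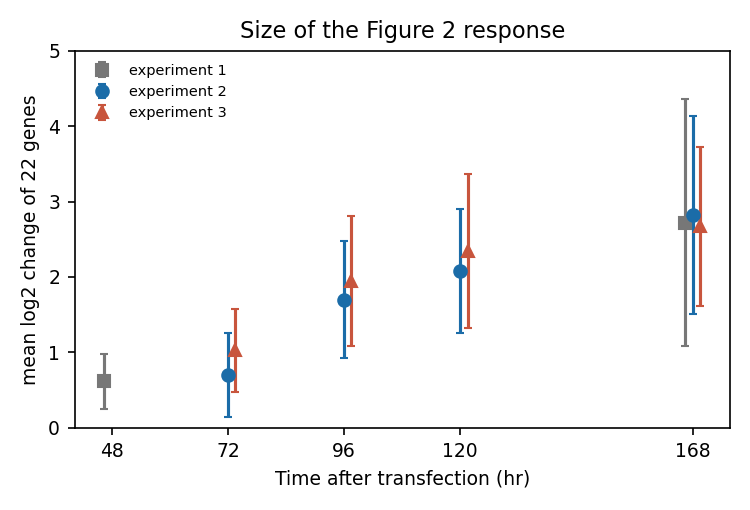
Mean log2 change of the 22 genes of Figure 2 in each matched pair, signed so that each gene's own direction counts as positive, against the hours after transfection; bars are the SD over the genes. The means rise from 0.62 at 48 hr to between 2.67 and 2.82 at 168 hr.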

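Tret1-1 carries trehalose, the blood sugar of insects, across the cell membrane; Nup50 serves nuclear import and CG4829 belongs to glutathione breakdown by its predicted activity. For Tret1-1 the log2 fold change was 0.99 at 72 hr and 3.49 at 168 hr, with a slope of 0.59 per 24 hr (SE 0.06, adjusted p = 3.37e-04 from limma, n = 10 matched pairs, range 2.90e-04 to 0.0197 over the alternatives). CG4829 went from a log2 fold change of -0.68 at 72 hr to -2.95 at 168 hr, with a slope of -0.53 (SE 0.04, adjusted p = 7.01e-05, range 1.88e-05 to 0.0073). Nup50 had a log2 fold change of -1.75 at 168 hr and a slope of -0.08 that did not pass (adjusted p = 0.252); with a block for the experiment it did (adjusted p = 0.0447).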

Three genes, Tret1-1, Nup50, and CG4829, were not found to be significantly different using a repeated measures analysis of variance, indicating that the abrupt, profound, and unwavering changes in their gene expression are not correlated to time in culture after initial knockdown. Despite the lack of significance by the repeated measures test, the expressions of these three genes are exquisitely correlated to *CoVa* knockdown and serve as time-independent markers of electron transport function. A less stringent comparison was made using the following criteria: a minimum of 1.5 times or greater difference below a 90% confidence bound; absolute difference greater than 200; and a *P* value less than 0.05 using a Welch-modified two-sample *t*-test (see Table S1). This less stringent comparison identified 142 probesets to be differentially expressed, with 111 probesets upregulated and 31 probesets downregulated.

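Among the genes of this longer list are Thor, which encodes the translation repressor 4E-BP that starvation and stress raise, and the histones His1 and His2A, whose messages are made while DNA replicates. Thor rose and both histone transcripts fell. These symbols are those of Table S1, since the array annotation gives their probesets no gene. Thor rose from 636 ± 543 to 2306 ± 1718 (SD, n = 10 arrays each, log2 fold change 1.77, SE 0.42, adjusted p = 0.00604 from limma, higher in 10 of 10 matched pairs). His1 fell from 3963 ± 621 to 2070 ± 877 (log2 fold change -1.03, SE 0.20, adjusted p = 0.00131, lower in 9 of 10 pairs), and His2A from 2456 ± 440 to 1246 ± 722 (log2 fold change -1.17, SE 0.28, adjusted p = 0.00614, lower in 8 of 10). When the 168 hr arrays were omitted, Thor had a log2 fold change of 1.33 and did not pass (adjusted p = 0.171, range 7.53e-04 to 0.171 over 19 alternatives). The criteria passed 144 probesets here, 111 higher and 33 lower, of which 131 are in Table S1; 11 of its 142 probesets did not pass. Without the 168 hr arrays 46 probesets passed, without replicate 2 there were 88 and without replicate 3 there were 72.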

**Figure 2:**
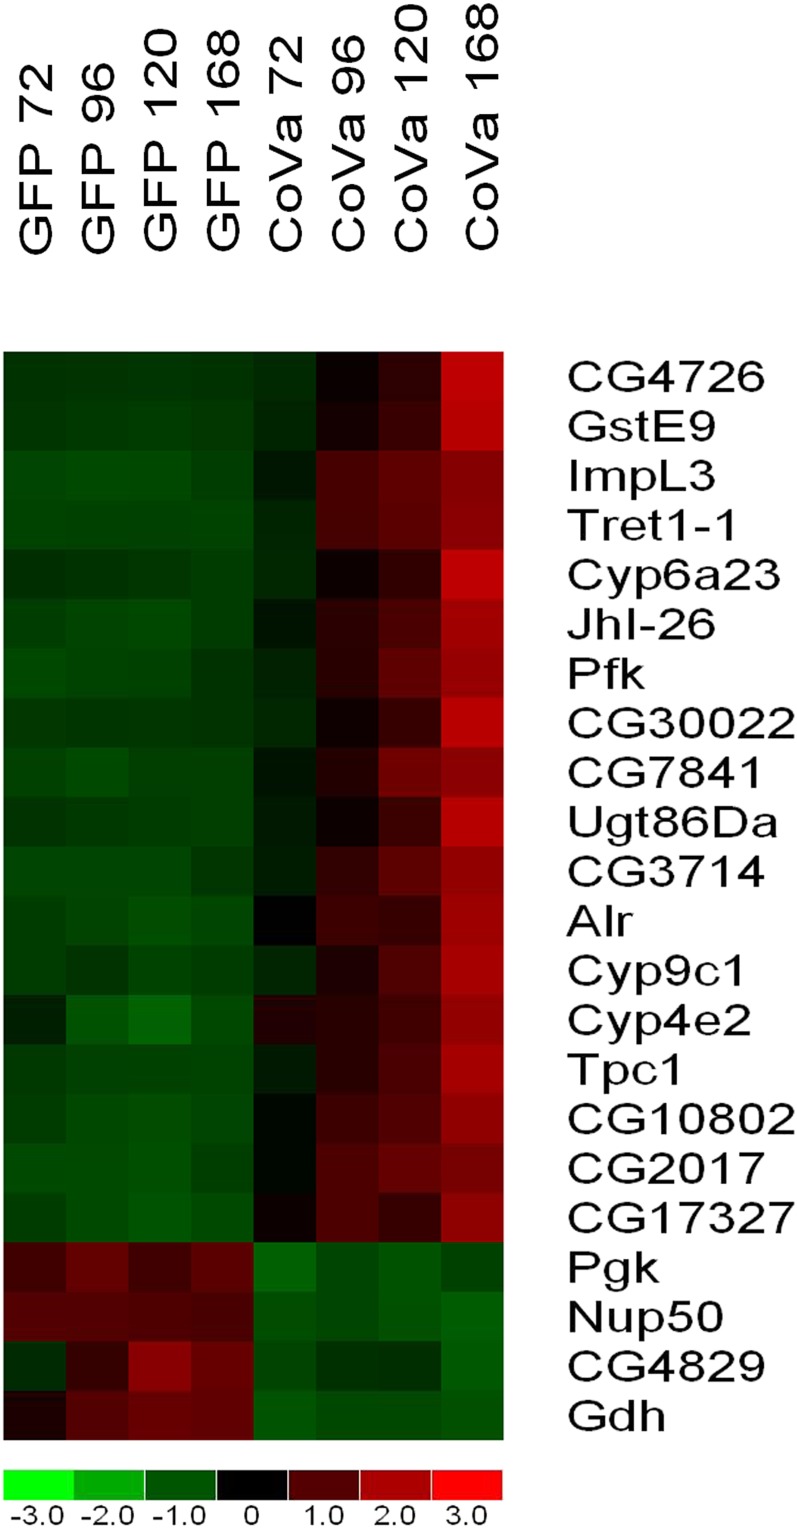
Microarray expression profiling identifies genes differentially expressed by *CoVa* knockdown in *Drosophila* S2 cells. Using microarray-based transcriptional profiling, 22 genes are identified to be differentially expressed as a result of *CoVa* knockdown in *Drosophila* S2 cells (see text for comparison criteria). Listed from left to right are the time-course samples of S2 cells with GFP indicating control and *CoVa* indicating *CoVa* knockdown. The number following the identifier is the number of hours after RNA interference was initiated. Listed from top to bottom are genes most highly upregulated to most highly downregulated. The color map bar on the bottom of the figure displays fold change of the gene expression, with red indicating a fold change of 1 or more, and green indicating a fold change of −1 or less. For a description of the specific genes, see the *Results* and *Discussion* sections.

### Glycolysis gene expression is strongly upregulated in response to *CoVa* RNAi

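CG7841 and CG10802 are known mainly by their sequence. Both rose in CoVa RNAi cells in every matched pair. CG7841 rose from 476 ± 70.3 to 1878 ± 745 (SD, n = 10 arrays each, ratio 3.95, log2 fold change 1.81, SE 0.20, adjusted p = 1.77e-05 from limma). CG10802, which is predicted to charge or edit alanine tRNA, rose from 576 ± 61.8 to 1552 ± 458 (ratio 2.69, log2 fold change 1.33, SE 0.14, adjusted p = 1.77e-05). Of the genes that carry CG numbers in Figure 2, the current annotation calls CG4726 MFS3 and CG3714 Naprt, an enzyme of NAD synthesis.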

The majority of genes identified in the stringent comparison are novel targets, as most are uncharacterized or possess a CG identifier. The 22 stringently identified genes were evaluated with the online software *Database for Annotation*, *Visualization and Integrated Discovery* of the National Institutes of Allergy and Infectious Diseases; this software identifies groups of genes that are overrepresented using an unbiased algorithm based upon the Gene Ontology classification (Huang da *et al.* 2009). This analysis identified glycolysis genes to be significantly overrepresented with loss of *CoVa* (software settings: functional annotation, gene list, AFFYMETRIX_3PRIME_IVT_ID, genelist). Overrepresentation of glycolysis genes was found using either the complete *Drosophila* genome as a background list (all 18,769 probesets found on the Affymetrix *Drosophila* Genome 2 microarray; *P* < 0.0007) or using an abbreviated background list containing probesets found to have a Present call in 100% of the samples (6670 probe sets; *P* < 0.03). 

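Pfk, the enzyme that commits fructose phosphate to glycolysis, and Pgk were the glycolysis genes among those that passed the stringent criteria on the deposited values. They were 2 of the 9 measured glycolysis genes, in a background of 4902 named genes of which 18 passed (Fisher's exact test, p = 4.52e-04). The background was the genes whose signal could have passed the criteria. With all 11982 genes of the array as the background, p was 9.52e-05 from the same test, and with the less stringent criteria 3 glycolysis genes were among 124 that passed (p = 0.00119). ImpL3 also passed the stringent criteria but was left out, because the annotation gives its probeset no gene. Naming through Table S1, a list of changed probesets, favours a pass. With it, 3 of 10 glycolysis genes were among 21 of 4908 genes that passed (same test, p = 7.95e-06).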

We therefore examined the expression profile of all enzymes of the glycolytic pathway from hexokinase to lactate dehydrogenase (Figure 3). Although lactate dehydrogenase (*Impl3*) is not classically considered a member of the glycolysis pathway, it is required to dispose of pyruvate and allow continued metabolic substrate flux through glycolysis, particularly when disposal of pyruvate through the citric acid cycle and oxidative phosphorylation is impaired. 

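Most enzymes that turn glucose into pyruvate rose in CoVa RNAi cells, from Pgi near the entry to Eno near the end. Pfk, whose step is the main point of control, rose most. Of 9 measured glycolysis genes, 7 were higher and 1 was lower at an adjusted p under 0.05 from limma (8 higher and 1 lower when adjusted over the list alone, which is not independent evidence because the study chose some of them on these arrays). Pfk rose from 250 ± 62.5 to 1090 ± 611 (SD, n = 10 arrays each, log2 fold change 1.78, SE 0.30, adjusted p = 3.99e-04), Tpi from 2733 ± 414 to 5116 ± 1479 (log2 fold change 0.85, SE 0.16, adjusted p = 8.49e-04) and Pgi from 1673 ± 160 to 2847 ± 688 (log2 fold change 0.72, SE 0.12, adjusted p = 3.41e-04). Smaller rises were found in Eno (log2 fold change 0.46), Ald (0.44), Pglym78 (0.42) and Gapdh1 (0.25). Hex-A, the hexokinase, had a log2 fold change of 0.53 that did not pass (SE 0.20, adjusted p = 0.0804) and passed with the matched pairs as a block (adjusted p = 0.00145, range 0.00145 to 0.459 over 19 alternatives). All of these were higher in 10 of 10 matched pairs. As a set, glycolysis was higher than other genes (camera with a preset correlation, adjusted p = 0.00124 over 29 lists), but not with an estimated correlation (adjusted p = 0.43). With the 168 hr arrays left out, Ald (log2 fold change 0.35, adjusted p = 0.143, range 5.21e-04 to 0.237 over 19 alternatives) and Gapdh1 (0.18, adjusted p = 0.244; range 0.00298 to 0.244 over 19) did not pass, and without replicate 2 the number of higher genes was 4.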

Glycolytic genes are upregulated in response to *CoVa* knockdown. 

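Pgk catalyses the first step of glycolysis that yields ATP, so its course can be set beside the enzymes around it. It moved against them in every matched pair. The log2 fold change of Pgk was -1.57 at 96 hr (SE 0.12, adjusted p = 2.12e-04 from limma), -1.54 at 120 hr (adjusted p = 8.0e-05) and -1.35 at 168 hr. This gene was lower in CoVa RNAi cells under all 19 alternatives of the all-array comparison (adjusted p from 5.69e-09 to 0.0169 from limma).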

Interestingly, the described *Drosophila Pgk* is highly downregulated. Using an *in silico* approach, the *Drosophila* genome was surveyed for sequences similar to *Pgk*, and CG9961 was identified to have a high sequence similarity to *Pgk*. *Pgk* and CG9961 are located in tandem on *Drosophila* chromosome 2L. The transcripts of *Pgk* and CG9961 share 67% of their nucleotide sequence and 63% of their amino acid sequence. When similar amino acid residues are accounted for, the two proteins share 76% similarity using the basic local alignment search tool (BLAST) for protein pairwise comparison (Altschul *et al.* 1990). The microarray data reveals that when *CoVa* expression is downregulated, the expression of CG9961 is upregulated. 

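CG9961 lies close to Pgk on chromosome 2L, with 1 gene between them in the reference annotation, and encodes a related kinase. Its signal stayed near the background of the arrays. It was 63.2 ± 15.8 in GFP and 83.5 ± 13.9 in CoVa RNAi cells (SD, n = 10 arrays each), and 9 of 10 matched pairs were higher. With 1 array at 100 or above, CG9961 was not among the probesets tested with limma; the methods' t-test on the linear values gave p = 0.00712, unadjusted.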

Henceforth, we refer to CG9961 as *Drosophila* phosphoglycerate kinase 2 (*dPGK2*).

**Figure 3:**
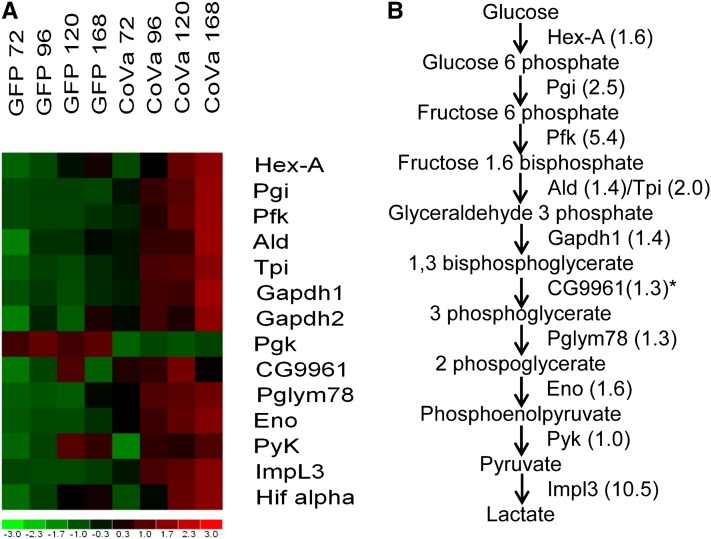
Glycolytic gene expression is increased as a response to *CoVa* knockdown in *Drosophila* S2 cells. The microarray data were collated for glycolytic gene expression. (A) The heat map of glycolytic genes. (B) The glycolysis pathway, enzymes, and fold changes at 168 hr after *CoVa* knockdown. The heat map displays from top to bottom the glycolytic genes arranged by their position in the glycolytic pathway, with the gene at the bottom of the figure Hifα, a transcription factor known to transcriptionally control glycolytic gene expression. Listed from left to right are the time course samples of S2 cells, with GFP indicating control and *CoVa* indicating *CoVa* knockdown. The number following the identifier is the number of hours after RNA interference was initiated. The color map bar on the bottom of the figure displays fold change of the gene expression, with red indicating a fold change of 1 or more, and green indicating a fold change of −1 or less. The specific genes from top to bottom are *Hexokinase-A* (*Hex-A*), *Phosphoglucose isomerase* (*Pgi*), *Pfk*, *Aldolase* (*Ald*), *Triose phosphate isomerase* (*Tpi*), *Glyceraldehyde 3 phosphate dehydrogenase 1* (*Gapdh1*), *Glyceraldehyde 3 phosphate dehydrogenase 2* (*Gapdh2*), *Pgk*, CG9961, *Phosphoglyceromutase* (*Pglym78*), *Enolase* (*Eno*), *Pyruvate kinase* (*PyK*), *Impl3*, and *Hifα*. ^*^The fold change of CG9961, the alternate *Pgk* equivalent that is increased by *CoVa* knockdown, is displayed.

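At 168 hr the largest changes of the pathway were at Pfk, its main point of control, and at ImpL3, which turns pyruvate into lactate. Pgk alone of the plotted enzymes was lower in CoVa RNAi cells. The ratio of CoVa RNAi to GFP signal for Pfk was 5.41, 5.92 and 5.37 in experiments 1, 2 and 3, a mean of 5.57 ± 0.308 (SD, n = 3). Pgi followed with ratios of 2.13, 2.03 and 2.46, and Tpi with 2.14, 2.20 and 2.04. The ratios of Hex-A were 1.56, 1.99 and 1.63, those of Ald 1.52, 1.69 and 1.45, those of Eno 1.48, 1.51 and 1.55, and those of Pglym78 1.24, 1.50 and 1.29. Gapdh1 had 1.231, 1.367 and 1.397, and for CG9961, near the background in both conditions, no ratio is given. For ImpL3 the ratio was 40.9 in experiment 2 and 10.5 in experiment 3; in experiment 1 its GFP signal was at the lowest value of the table, so no ratio is given. The ratio of its means over the 3 experiments was 23.9, or 17.4 without replicate 1 and 19.0 without replicate 2. Without replicate 3 the GFP mean was 94.9, under a signal of 100, and the rise was at least 63.6-fold.

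**Figure D3:**
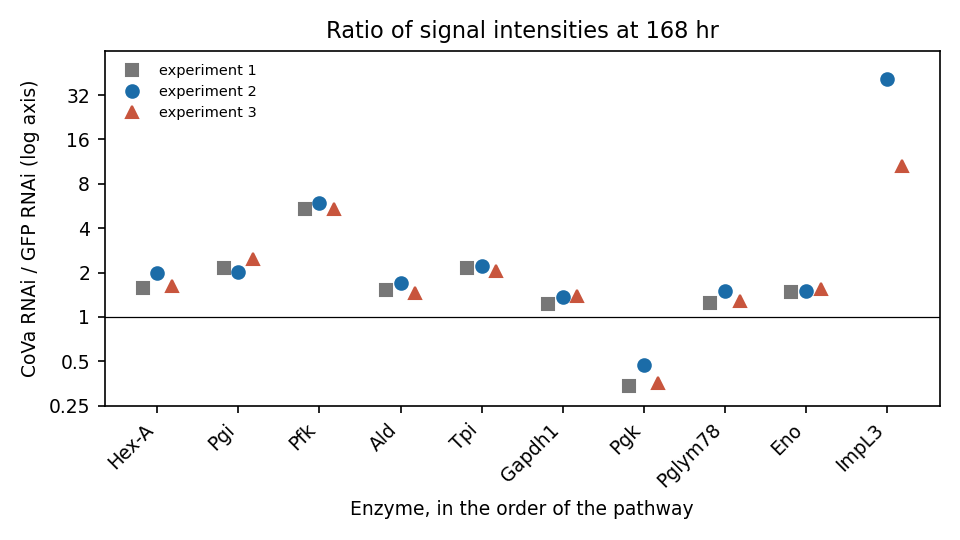
Ratio of CoVa RNAi to GFP signal intensity at 168 hr for the glycolytic enzymes other than CG9961 and for ImpL3, on a log axis, with 1 symbol per experiment; ImpL3 has no symbol for experiment 1. Pfk lies between 5.37 and 5.92 in the 3 experiments and Pgk between 0.339 and 0.470.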

Upregulation of glycolytic genes prompted us to examine the expression of Hifα, the transcription factor known to be responsible for controlling glycolytic gene transcription (Figure 3)(Semenza *et al.* 1994). 

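The gene of Hifα in flies is sima, whose protein, when oxygen is short, turns on glycolytic genes. Its transcript was above the paired GFP control in 9 of 10 matched pairs, the exception being the 48 hr pair (-14.3%). The mean percent increase over the 10 pairs was 49.2 ± 35.4 (SD, n = 10 pairs). In experiment 2 sima had 535 in GFP and 566 in CoVa RNAi cells at 72 hr, and 468 and 917 at 168 hr. In experiment 3 the GFP signal itself went from 100 at 72 hr to 403 at 168 hr, and the CoVa RNAi signal from 171 to 678. The percent increase in experiment 3 did not grow with time, at 70.6, 59.5, 60.4 and 68.2 at 72, 96, 120 and 168 hr. Over all pairs the log2 difference had a slope of 0.16 per 24 hr (adjusted p = 0.0125 from limma), which did not pass without replicate 1 (0.13, adjusted p = 0.103), without replicate 2 (0.13, adjusted p = 0.153), without the 48 hr pair (adjusted p = 0.0595) or with time as a factor (adjusted p = 0.181, range 0.00302 to 0.181 over 11 alternatives).

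**Figure D4:**
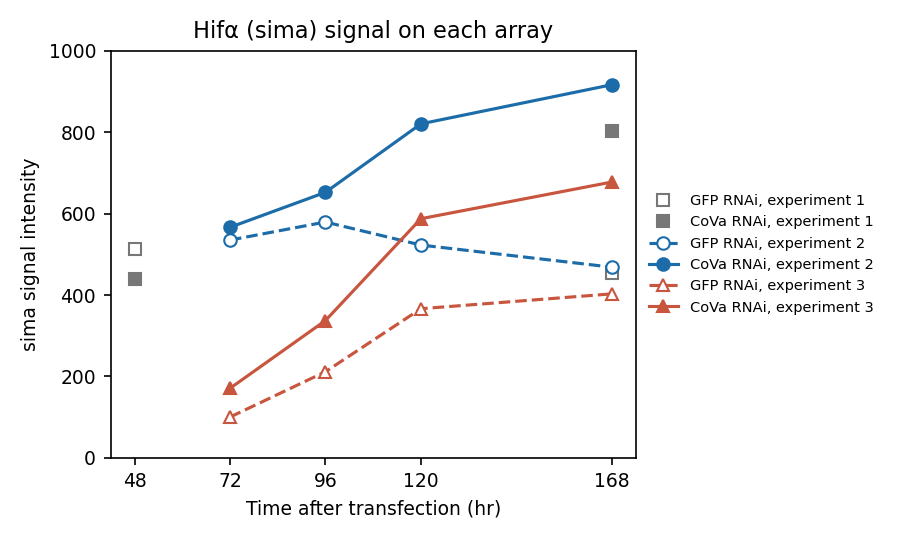
Signal intensity of sima on each array against the hours after transfection, with open symbols and dashed lines for GFP RNAi and filled symbols and solid lines for CoVa RNAi. In experiment 3 both conditions start low, at 100 and 171 at 72 hr.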

The microarray signal intensity of Hifα is increased by a mean of 50% as a response to *CoVa* knockdown, with a graded increase proportional to the time in culture after initial knockdown. 

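Across all arrays sima, the fly Hifα, was 415 ± 153 in GFP and 597 ± 231 in CoVa RNAi cells (SD, n = 10 arrays each), 43.8% higher. The difference did not pass: the log2 fold change was 0.49 (SE 0.29, adjusted p = 0.281 from limma), and the methods' t-test on the linear values gave p = 0.0547. With the matched pairs as a block, the sima difference passed (SE 0.10, adjusted p = 0.00306; range 0.00306 to 0.855 over 19 alternatives).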

When the microarray signal intensities of all of the GFP controls are compared with all *CoVa* samples there is a nonsignificant statistical trend toward increasing Hifα expression in the *CoVa* knockdown cells (*P* < 0.06). This difference peaks at the 168 hr time point, with a 70–90% increase in Hifα expression (*P* < 0.02).

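At 168 hr sima, which the cell also controls through the stability of its protein, was 442 ± 34.7 in GFP and 799 ± 120 in CoVa RNAi cells (SD, n = 3 experiments). The percent increase was 76.6, 95.7 and 68.2 in experiments 1, 2 and 3, a mean of 80.2 ± 14.1. Every CoVa RNAi array exceeded every GFP array (exact permutation test, 2-sided p = 0.1, the smallest p that 3 against 3 allow). In limma, which pools the spread over all time points, the log2 fold change was 0.80 (SE 0.54, adjusted p = 0.392, range 0.00962 to 0.649 over 12 alternatives). Without replicate 3, whose sima signal was low at early times in both conditions, it was 0.85 and passed (adjusted p = 0.00962). That fit had 2 residual degrees of freedom, from the 168 hr arrays alone.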

### Glycolytic capacity of S2 cells is greatly increased by *CoVa* RNAi

To confirm the microarray results and evaluate the glycolytic capacity of *CoVa* knockdown cells, three additional confirmatory experiments were performed. 

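On the arrays at 72 hr, Pfk and ImpL3, early and late enzymes of anaerobic glycolysis, were already above their GFP controls, and Pgk was below. The ratio of CoVa RNAi to GFP signal was 1.654 in experiment 2 and 2.45 in experiment 3 for Pfk, and 0.278 and 0.255 for Pgk (n = 2 experiments). ImpL3 was at least 2.05-fold higher in experiment 2, taken against a signal of 100 because its GFP signal was 34.6, and had a ratio of 4.73 in experiment 3. In limma at 72 hr, Pgk passed and Pfk and ImpL3 did not.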

First, qRT-PCR for selected glycolysis genes confirmed the microarray results (Table S2). qRT-PCR for *Pfk*, *Pgk*, and *Impl3* revealed significant differences between GFP controls and *CoVa* knockdown, and it paralleled the microarray results. The qRT-PCR results correlate to the microarray findings with a correlation coefficient of 0.9. Second, as aerobic glycolysis should result in increased lactate production, the lactate content of the conditioned S2 cell media would be an indirect assay for the glycolytic capacity of the cells. A lactate-specific spectrophotometric assay showed that the lactate concentration increased upon *CoVa* knockdown (Figure 4A). The conditioned S2 media concentration of lactate was 0.3 mg/dl in the GFP controls compared with 21.7 mg/dl in the *CoVa* knockdown (*P* < 0.009). Third, to conclusively assay the glycolytic capacity of the S2 cell cultures, metabolic flux studies using the Seahorse XF24 multiparameter analyzer was performed using glucose and 2dG as a specific inhibitor of glycolysis with real-time measurement of the pH of the extracellular media.

**Figure 4:**
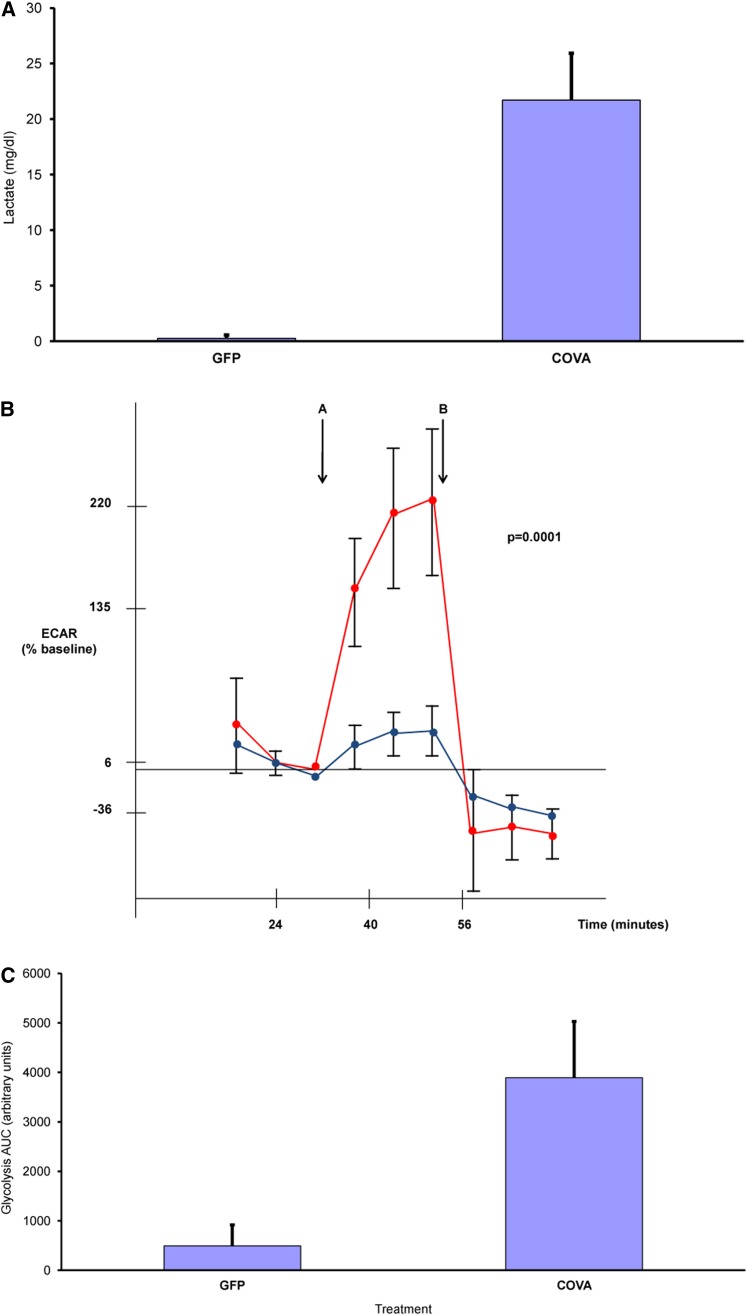
Abrogation of mitochondrial electron transport function through *CoVa* knockdown results in increased glycolysis and lactate production in *Drosophila* S2 cells. (A) Media concentrations of lactate are increased in response to *CoVa* knockdown in *Drosophila* S2 cells (*P* < 0.009). (B) Glycolysis rates are increased in *Drosophila* S2 cells when *CoVa* expression is knocked down. Media pH measurements were recorded in response to a bolus of glucose (point A) through administration of 2dG, a specific inhibitor of glycolysis (point B). The AUC is proportional to the cumulative glycolysis occurring in the cells. GFP controls are in blue and *CoVa* downregulated cells are in red. The extracellular acidification profile shown is from one of three independently performed experiments. (C) *CoVa* downregulated cells metabolize glucose through glycolysis at a rate 7.9 times the GFP controls (*P* < 0.0001).

Cell culture of S2 cells was performed with *CoVa* knockdown as per the same protocol as the microarray experiments. At 144 hr after transfection, the metabolic flux studies were performed after placement of the cells in a 5 hr treatment of low glucose-containing medium (Figure 4B). When the glucose-limited cells were exposed to a bolus of glucose (arrow A), there was increased extracellular acidification found in the *CoVa* knockdown cells compared with the GFP controls. As the *CoVa* knockdown cells acidified the extracellular media to a greater extent, this suggests increased lactate production through increased glycolysis, with the end product of lactate being transferred to the extracellular space in *CoVa*-deficient cells. To specifically abrogate glycolysis, 2dG was then applied to the cells (arrow B). 2dG is an analog of glucose that is unable to undergo glycolysis. 2dG stopped the extracellular acidification of both the GFP controls and *CoVa*, but to a much larger degree in the *CoVa* knockdown cells. The AUC of the extracellular acidification rate from the time point of glucose injection through the 2dG treatment is proportional to the level of glycolysis occurring in the cells. *CoVa*-deficient cells had a 7.9-fold increase in the glycolysis AUC found compared with the *CoVa* knockdown cells (*P* < 0.0001)(Figure 4C). We conclude from these experiments that glycolysis is increased in response to abrogation of complex IV function through *CoVa* RNAi.

## Discussion

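Of the gene lists, those with the smallest p from camera hold the proteins that fold and degrade mitochondrial proteins and the enzymes that charge tRNA with amino acids. Spg7 and Afg3l2, subunits of the protease that clears damaged proteins from the inner membrane, rose, as did bor, another ATPase of that membrane, and Lon, the protease of the matrix. Of 12 measured mitochondrial chaperones and proteases, 10 were higher and 0 lower (adjusted p under 0.05 from limma; 10 higher when adjusted over the list alone). Spg7 rose from 541 ± 38.2 to 1118 ± 321 (SD, n = 10 arrays each, log2 fold change 0.95, SE 0.14, adjusted p = 1.40e-04), bor from 2320 ± 266 to 4291 ± 608 (log2 fold change 0.87, SE 0.09, adjusted p = 6.25e-06) and Afg3l2 had a log2 fold change of 0.85 (SE 0.10, adjusted p = 2.34e-05), each in 10 of 10 matched pairs. Of 18 cytosolic aminoacyl-tRNA synthetases, 14 were higher and 0 lower, and 14 were higher when adjusted over the list alone. TrpRS, the tryptophan enzyme, rose from 1666 ± 182 to 3144 ± 717 (log2 fold change 0.87, SE 0.12, adjusted p = 6.91e-05), and ValRS (log2 fold change 0.74), GlyRS (0.69) and LeuRS (0.62) followed. Against other genes, the synthetases had an adjusted p of 4.63e-08 and the chaperones and proteases of 1.31e-08 (camera with a preset correlation), and both had an adjusted p of 0.282 with an estimated correlation. Of 29 lists, 9 were higher and 4 lower with the preset correlation, and 0 passed with the estimated one (2 at an unadjusted p under 0.05). Another test, fry, asks whether a list's genes move 1 way on balance, and it passed 13 in all. Of the 4 lists lower in camera, fry passed the nucleoporins (adjusted p = 0.0118). It did not pass the cell cycle and replication genes (adjusted p = 0.0567) or the mitochondrial and cytosolic ribosomal proteins (adjusted p = 0.252 each). Lamellocyte markers, genes of the blood cells that encapsulate parasites, were among the higher lists (3 of 4; adjusted p = 0.0194, and 0.41 with an estimated correlation), with Itgbn (log2 fold change 0.76) and PPO3 (0.69). Cell cycle and replication genes were lower as a list (adjusted p = 5.01e-04, and 0.43 with an estimated correlation): fzy (log2 fold change -0.28) and Mcm2 (-0.30) were 2 lower of 19, or 5 when adjusted over the list alone. On the arrays up to 120 hr alone, Lon (log2 fold change 0.42, adjusted p = 0.121, range 5.85e-04 to 0.152 over 19 alternatives), Itgbn (0.60, adjusted p = 0.0992, range 3.39e-04 to 0.115 over 19), PPO3 (0.39, adjusted p = 0.582, range 0.00318 to 0.582 over 19), fzy (-0.12, adjusted p = 0.549, range 0.0132 to 0.549 over 19) and Mcm2 (-0.12, adjusted p = 0.682, range 0.0224 to 0.682 over 19) did not pass. Without replicate 3 the lamellocyte markers had an adjusted p of 0.0546.

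**Figure D5:**
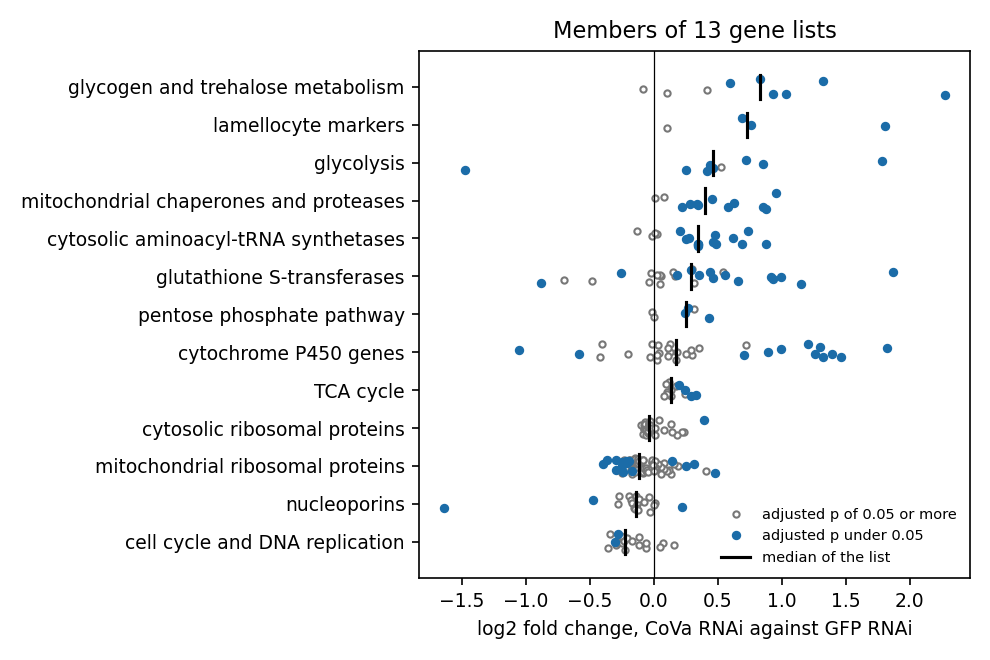
Log2 fold change of each measured member of the 13 lists that passed camera with a preset correlation, over 20 arrays; filled points passed limma and black bars are medians. The median of the cytosolic ribosomal proteins is -0.04 and its camera direction turns up after quantile normalization, whereas the glycogen and trehalose list has a median of 0.83.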

We have developed a rich dataset describing the transcriptional changes that are associated with RNAi-induced gene knockdown of *CoVa* in *Drosophila* S2 cells using microarray-based transcriptional profiling. The selected time points were designed to capture the cell-cycle arrest induced by loss of activity of the fourth complex of the electron transport chain to illuminate the mechanisms operative behind retrograde mitochondrial signaling and cell growth slowing (Mandal *et al.* 2005). The most striking aspect of these data is the transcriptional upregulation of glycolytic genes, which results in increased glycolytic capacity as confirmed in metabolic studies (Figures 3 and 4, respectively). Further scrutiny of the differentially expressed gene list clearly demonstrates the mechanism by which the cell directs energy disposition and controls cellular function.

### A systems biologic analysis outlines the specific genes responsible for energy substrate management in time of stress

A systems biologic analysis of the 21 highest differentially expressed genes describes a dominant metabolic pathway defined by the acquisition of glucose from both extracellular and intracellular stores, utilization of the obtained glucose through the glycolytic pathway, and disposal of reducing equivalents to lactate production (Figure 5). This analysis contains 21 of the 22 genes identified and has excluded CG7841 as it is completely uncharacterized.

**Figure 5:**
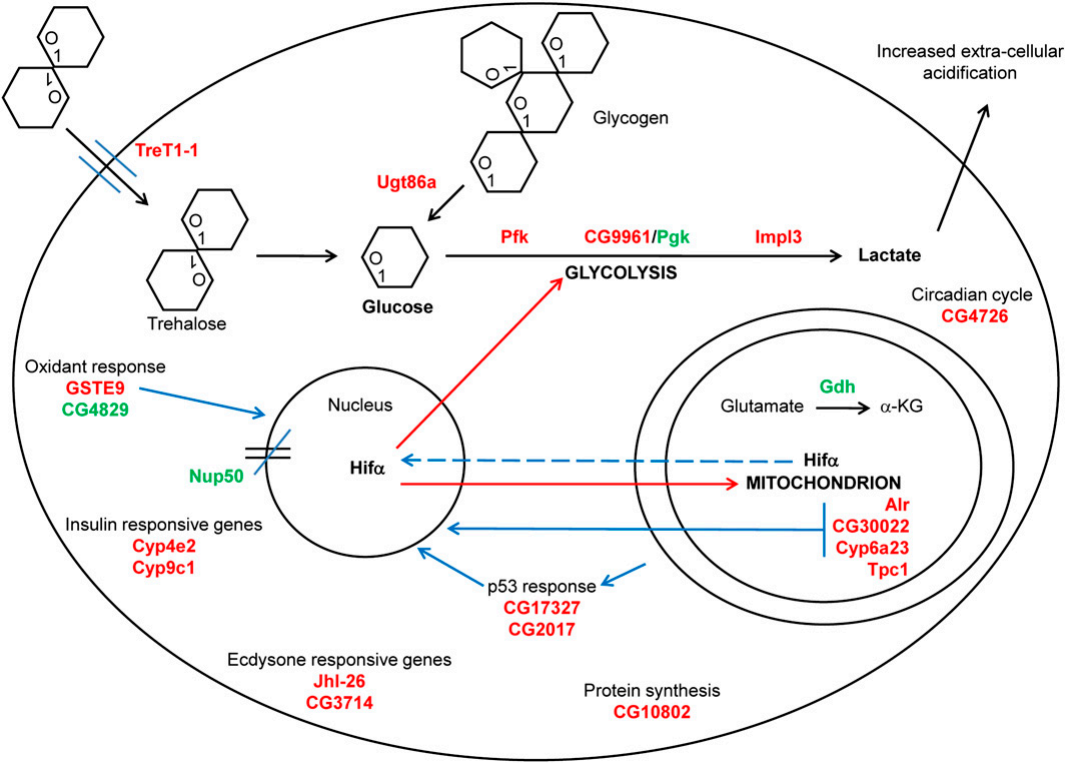
The 21 genes most differentially expressed in response to *CoVa* knockdown in *Drosophila* S2 cells identifies metabolic pathways and mitochondrial retrograde signals. After knockdown of *CoVa*, energy substrate disposition is dominated by the acquisition of glucose from both extracellular sources, such as from trehalose, and from intracellular sources, such as glycogen. The glucose is then metabolized through glycolysis and results in increased lactate production and the direction of reducing equivalents away from the mitochondrion by downregulation of glutamate dehydrogenase. The cellular response to electron transport deficiency also leads to the induction of specific mitochondrial retrograde signals. These signals include experimentally validated targets, including the mitochondrial proteins *Alr* and CG30022, as well as evidence of a p53-response, also experimentally validated, through the upregulation of the genes CG17327 and CG2017. *Hifα* provides a biologically relevant mitochondrial retrograde signal, as it is known to continuously sense ambient oxygen tension, the primary electron acceptor of the oxidative function of the mitochondrion. In addition, it is known to control glycolytic and cytochrome gene expression. Other pathways identified in the transcriptional response to *CoVa* knockdown include the ecdysone response, circadian cycling, new protein synthesis, and the closing of nuclear pores by affecting the importin-alpha and importin-beta nuclear pore complex. For a discussion of the specific genes, see the *Results* and *Discussion* sections. Genes in red indicate an upregulated gene, and genes in green indicate a downregulated gene. Solid black lines indicate a metabolic pathway, solid blue lines indicate an experimentally validated mitochondrial retrograde signal, dashed blue lines indicate a suspected mitochondrial retrograde signal, and red lines indicate genes whose expression is known to be controlled by Hifα (Semenza *et al.* 1994).

Trehalose, a disaccharide of glucose molecules linked at the first carbon position, is the primary circulating carbon source in insects. 

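Tret1-1 brings in the sugar that circulates in the fly, and Glyp and Pgm1 release glucose phosphate from stored glycogen. Tret1-1 rose from 114 ± 49.4 to 813 ± 554 (SD, n = 10 arrays each, log2 fold change 2.27, SE 0.37, adjusted p = 3.61e-04 from limma). Glyp, glycogen phosphorylase, rose from 290 ± 90.8 to 906 ± 615 (log2 fold change 1.32, SE 0.30, adjusted p = 0.00489), and Pgm1 from 335 ± 56.9 to 788 ± 382 (log2 fold change 1.03, SE 0.21, adjusted p = 0.00223), each in 10 of 10 matched pairs. Tret1-2, a neighbouring transporter gene, rose from 69.3 ± 19.1 to 181 ± 98.9 (at least 1.81-fold higher, log2 fold change 0.93, adjusted p = 0.012). Of 9 measured genes of glycogen and trehalose metabolism, 6 were higher and 0 lower, and 6 when adjusted over the list alone, which is not independent evidence for genes the study chose. The list was higher than other genes (camera with a preset correlation, adjusted p = 5.01e-04 and 0.41 with an estimated correlation). When the 168 hr arrays were omitted, Tret1-2 did not pass (log2 fold change 0.61, adjusted p = 0.276, range 0.0019 to 0.276 over 18 alternatives).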

*Trehalose transporter 1-1* (*Tret1-1*) is highly upregulated in response to *CoVa* knockdown, thereby providing a mechanism by which trehalose may be drawn into the cell. In addition, *Ugt86a*, a UDP-glycosyl transferase with possible glycogen phosphorylase activity, may be able to mobilize glucose from intracellular glycogen stores, further providing glucose for glycolysis. 

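Ugt86Da, which the current annotation names Ugt302C1, belongs to the enzymes that attach sugars to lipids and xenobiotics. It rose from 470 ± 95.4 to 1529 ± 976 in CoVa RNAi cells (SD, n = 10 arrays each, ratio 3.26, log2 fold change 1.39, SE 0.31, adjusted p = 0.00359 from limma) and was higher in 9 of 10 matched pairs. Without the 168 hr arrays the log2 fold change of Ugt86Da was 0.93 and did not pass (adjusted p = 0.142, range 0.00111 to 0.142 over 19 alternatives).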

The key glycolytic enzymes found to be upregulated by *CoVa* knockdown include *Pfk* and the *Drosophila* lactate dehydrogenase *Impl3*. The expression profiling also identifies a novel transcript, *dPGK2*, which encodes an alternative stress-induced enzyme containing homology to *Pgk* and serves the activity of *Pgk* during abrogation of electron transport function. Early attempts at characterizing the *Drosophila Pgk* identified at least three different electrophoretic variants (Chew and Cooper 1973), and subsequent studies using RNase protection assay and primer extension found multiple transcript clusters (Roselli-Rehfuss *et al.* 1992). Multiple isoforms of *Pgk* are found in *Drosophila*, indicating a regulatory mechanism similar to mammals. Future directed studies will clarify the role of *dPgk2* in times of mitochondrial stress.

Disposition of metabolic substrate to the glycolytic pathway is coordinately linked to substrate disposition away from the mitochondrion by modulating the production of the key anaplerotic intermediate α-ketoglutarate. 

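Gdh converts glutamate to α-ketoglutarate, while Got1 moves nitrogen between the same acids and P5CDh1 makes glutamate from proline. Gdh fell at each time, whereas Got1 and P5CDh1 rose. The log2 fold change of Gdh reached -2.49 at 168 hr, with a slope of -0.21 per 24 hr (adjusted p = 0.0034 from limma, n = 10 matched pairs). P5CDh1 rose from 2186 ± 263 to 3451 ± 831 (SD, n = 10 arrays each, log2 fold change 0.62, SE 0.12, adjusted p = 0.00166) and Got1 from 1344 ± 176 to 2071 ± 451 (log2 fold change 0.59, SE 0.11, adjusted p = 0.00109), each in 10 of 10 pairs. Pepck1, which makes phosphoenolpyruvate for sugar synthesis, rose from 204 ± 68.7 to 587 ± 455 (log2 fold change 1.14, SE 0.32, adjusted p = 0.0173) in 7 of 10 pairs. Of 8 genes of glutamate metabolism and gluconeogenesis, 3 were higher and 1 lower, and the list as a whole did not pass camera (adjusted p = 0.543); it moved up in camera and down in fry. With the 168 hr arrays left out, Pepck1 did not pass (log2 fold change 0.50, adjusted p = 0.29, range 0.00705 to 0.29 over 19 alternatives).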

There is likely decreased α-ketoglutarate production in the mitochondrion as the expression of *glutamate dehydrogenase* (*Gdh*), a primary mechanism to produce α-ketoglutarate in the mitochondrion, is rapidly and profoundly decreased. 

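The TCA cycle oxidizes the products of glucose and glutamate in the matrix, and the electron transport complexes take up the electrons it releases. Idh3b, a subunit of isocitrate dehydrogenase, rose from 1841 ± 108 to 2332 ± 278 (SD, n = 10 arrays each, log2 fold change 0.33, SE 0.06, adjusted p = 0.00135 from limma, 10 of 10 matched pairs). Rises of 0.29 in ScsbetaG, 0.24 in SdhB and 0.20 in muc made 4 higher of the 13 measured genes on the list drawn up for the TCA cycle. On it 0 were lower (4 higher when adjusted over the list alone). The TCA cycle list had an adjusted p of 0.00539 from camera with a preset correlation, 0.41 with an estimated correlation and 0.0563 after scaling to a common median, where 1 of its genes was higher. In the pentose phosphate pathway, CG8036 (log2 fold change 0.43, adjusted p = 1.77e-05 from limma), Rpe (0.27) and Taldo (0.24) were 3 higher of 6. That list had an adjusted p of 0.0202 from camera with a preset correlation and 0.41 with an estimated correlation. It had 0.0763 with the matched pairs as a block and 0.0853 after scaling to a common median. Of 25 complex I genes 2 were higher and 3 lower, with ND-B14 down (log2 fold change -0.55, adjusted p = 3.20e-05) and ND-ACP up (0.33). Of 7 complex III genes 2 were lower, ox (log2 fold change -0.19) and UQCR-Q (-0.17); of 7 complex IV genes other than CoVa 2 were lower, COX7A (-0.24) and COX8 (-0.17). ATPsyndelta rose (log2 fold change 0.65, adjusted p = 2.34e-05), as 1 of 12 ATP synthase genes. As lists, complexes I, II, III and IV and ATP synthase did not pass camera (adjusted p = 0.329, 0.199, 0.215, 0.182 and 0.193); the complex IV list had a median above 0 and a mean and test below, and the ATP synthase direction turned up after quantile normalization. On the arrays up to 120 hr alone, Idh3b (log2 fold change 0.21, adjusted p = 0.0938, range 6.10e-04 to 0.0938 over 19 alternatives), ScsbetaG (0.23, adjusted p = 0.27, range 0.00267 to 0.27 over 19) and SdhB (0.20, adjusted p = 0.203, range 0.0011 to 0.365 over 19) did not pass.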

We therefore conclude that the electron transport deficiency caused by *CoVa* RNAi leads to a transcriptional response characterized by the preferential utilization of glucose and the shunting of metabolic precursors away from the oxidative function of the mitochondria mediated through the decreased expression of *Gdh*.

### Evidence of conserved mitochondrial retrograde signals are identified within the systems biologic analysis

Our previous genetic interaction studies had implicated p53 as being operative in the growth arrest associated with loss of *CoVa* (Mandal *et al.* 2005). 

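CG17327 encodes a tRNA hydrolase and CG2017 a GTPase, and p53 is the transcription factor that halts growth after DNA damage. CG2017 rose from 696 ± 60.4 to 1744 ± 547 (SD, n = 10 arrays each, log2 fold change 1.22, SE 0.15, adjusted p = 4.01e-05 from limma). The probesets of CG17327 rose from 978 ± 98.2 to 2428 ± 735 (log2 fold change 1.23, SE 0.15, adjusted p = 3.56e-05) and from 901 ± 80.5 to 2145 ± 618 (log2 fold change 1.17, SE 0.14, adjusted p = 3.20e-05). The p53 transcript itself rose from 596 ± 46.6 to 845 ± 195 (log2 fold change 0.46, SE 0.10, adjusted p = 0.00253); each was higher in 10 of 10 matched pairs. Of 8 measured genes of p53 and apoptosis, 3 were higher (p53, Dronc with a log2 fold change of 0.36 and Dcp-1 with 0.31) and 1 lower (egr, -0.45), and the list did not pass camera (adjusted p = 0.523). Without replicate 2 p53 did not pass (adjusted p = 0.0579, range 3.74e-04 to 0.213 over 19 alternatives), and without the 168 hr arrays egr did not (log2 fold change -0.32, adjusted p = 0.305, range 6.92e-04 to 0.305 over 19). Another egr probeset, in Table S1 and less abundant, fell more, from 1160 ± 277 to 592 ± 185 (log2 fold change -0.94, SE 0.16, adjusted p = 6.0e-04, lower in 10 of 10 pairs). It did not pass without the 168 hr arrays (-0.69, adjusted p = 0.0601) or without replicate 2 (-0.88, adjusted p = 0.0501, range 2.14e-04 to 0.0601 over 19).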

CG17327 and CG2017 are two genes responsive to p53 (Akdemir *et al.* 2007) and are increased in response to *CoVa* RNAi (Figure 5). CG17327 is an aminoacyl- tRNA hydrolase, and CG2017 is a GTP binding protein acting as a possible protein synthesis factor. Interestingly, both of these genes were also identified in a screen for *Drosophila* oxidant stress employing hyperoxia (Gruenewald *et al.* 2009).

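Alr works in the space between the mitochondrial membranes, where it helps imported proteins form disulphide bonds and hands electrons to cytochrome c. Its transcript rose from 448 ± 61.0 to 1315 ± 492 in CoVa RNAi cells (SD, n = 10 arrays each, ratio 2.94, log2 fold change 1.41, SE 0.18, adjusted p = 4.67e-05 from limma) and was higher in 10 of 10 matched pairs. Alr passed under all 19 alternatives (adjusted p from 5.87e-06 to 0.0193).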

The gene *Augmenter of liver regeneration* (*Alr*), which contains both sulfhydryl oxidase and cytochrome c reductase activities (Thirunavukkarasu *et al.* 2008), is upregulated by *CoVa* RNAi. *Alr* maintains mitochondria in a rudimentary ultra-structure network that is associated with low oxidative capacity and is thought to be one mechanism that maintains pluripotency in a murine hematopoietic stem cell model (Todd *et al.* 2010; Wilkerson and Sankar 2011). In a separate model of mitochondrial dysfunction employing the *Drosophila* mutant *total knock out*, CG30022, a mitochondrial hydrolase, and Cyp6a23 were identified to be upregulated (Fernandez-Ayala *et al.* 2010). Both CG30022 and Cyp6a23 are found to be upregulated in response to *CoVa* RNAi and therefore are part of a conserved response to mitochondrial dysfunction (Figure 5).

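CG30022 encodes a mitochondrial enzyme that oxidizes sulphide, and Cyp6a23 a cytochrome P450 of the kind that oxidizes foreign compounds. The probesets of CG30022 rose from 459 ± 47.4 to 1992 ± 1352 (SD, n = 10 arrays each, log2 fold change 1.71, SE 0.33, adjusted p = 0.00127 from limma) and from 411 ± 78.6 to 1819 ± 1268 (log2 fold change 1.73, SE 0.34, adjusted p = 0.00149). Cyp6a23 rose from 135 ± 29.7 to 799 ± 701 (log2 fold change 1.82, SE 0.41, adjusted p = 0.00415). Each was higher in 10 of 10 matched pairs, and without the 168 hr arrays Cyp6a23 did not pass (log2 fold change 1.05, adjusted p = 0.118, range 2.84e-05 to 0.118 over 19 alternatives).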

Glutathione S-transferases (GST) carry out a wide range of cellular functions, including the removal of reactive oxygen species, regeneration of S-thiolated proteins and antioxidants (Dixon *et al.* 2011), and catalysis of the conjugation of reduced glutathione to both endogenous compounds as well as exogenous xenobiotics (Sheehan *et al.* 2001). 

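GstE9 and its relatives GstD5, GstD2 and GstE10 join glutathione to electrophiles that arise in oxidative stress. All of them rose in CoVa RNAi cells. A second probeset of GstE9, which Table S1 names GstE8, rose from 405 ± 88.3 to 1771 ± 960 (SD, n = 10 arrays each, log2 fold change 1.86, SE 0.27, adjusted p = 1.23e-04 from limma). GstD5 rose from 281 ± 107 to 709 ± 382 (log2 fold change 1.15, SE 0.27, adjusted p = 0.0061, higher in 9 of 10 matched pairs), GstD2 had a log2 fold change of 0.99 (adjusted p = 0.0157) and GstE10 of 0.93 (adjusted p = 0.0124). Of 27 measured glutathione S-transferases 12 were higher and 2 lower, or 14 and 2 when adjusted over the list alone. The list was higher than other genes (camera with a preset correlation, adjusted p = 0.00307, then 0.41 with an estimated correlation and 0.0546 without replicate 3). Of 10 antioxidant enzymes, which remove peroxides and keep glutathione and thioredoxin reduced, 3 were higher and 1 lower: Keap1, the sensor of electrophiles (log2 fold change 0.60), Gclc (0.42) and Trxr1 (0.24) rose and Prx6a fell (-0.46); the list did not pass camera (adjusted p = 0.193). When the 168 hr arrays were omitted, GstD5 (log2 fold change 0.77, adjusted p = 0.157, range 0.0026 to 0.157 over 19 alternatives), GstD2 (0.74, adjusted p = 0.226, range 0.00622 to 0.226 over 19), GstE10 (0.72, adjusted p = 0.273, range 1.40e-04 to 0.314 over 19), Keap1 (0.43, adjusted p = 0.0821, range 5.69e-04 to 0.101 over 19) and Prx6a (-0.34, adjusted p = 0.0526, range 2.96e-04 to 0.0607 over 19) did not pass.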

*GstE9* is a cytosolic protein of the GST epsilon class previously described to be found in response to an oxidant stress (Li *et al.* 2008), as well as part of a larger transcriptional network associated with oxidative phosphorylation genes (Pile *et al.* 2003).

As *Impl3* is one of the consistently highest upregulated genes by *CoVa* RNAi, examination of the known literature on lactate dehydrogenase regulation, coupled with an analysis of the lactate dehydrogenase 5′ regulatory region, identifies *Hifα* to be an important arbiter of *Impl3* expression (Bruick and Mcknight 2001). A known function of *Hifα* is to sense the ambient levels of oxygen, the final electron acceptor of the electron transport chain in the mitochondria. In addition, it is known that *Hifα* controls the expression of both glycolytic and cytochrome oxidase genes (Semenza *et al.* 1994; Fukuda *et al.* 2007). *Hifα* therefore provides an attractive candidate for mitochondrial retrograde signaling, as it senses the primary substrate reduced by the mitochondria, controls glycolytic substrate flux via the transcriptional control of glycolysis, and controls the expression of the cytochrome oxidase genes. A plausible model would therefore incorporate *Hifα* as a central player in mitochondrial retrograde signaling, most especially in times of mitochondrial dysfunction (Figure 5). It has long been known that inhibition of complex IV through pharmacologic means results in upregulation of glycolytic genes (Simon 1953). Examination of our profiling data through coregulated gene network analysis reveals that most of the genes responding to *CoVa* RNAi are correlated to *Impl3*, which suggests *Hifα* is a central gene directing the transcriptional response. 

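In CoVa RNAi cells the mitochondrial carrier gene Tpc1, CG3714 and Pfk followed ImpL3, whose product regenerates NAD for glycolysis, from array to array. Pgk and Gdh did not follow it. Over the 10 CoVa RNAi arrays the Pearson correlation of log2 signal with ImpL3 was 0.943 for Tpc1 (Spearman's rho 0.988), 0.924 for CG3714 (0.988) and 0.941 for Pfk (0.964). Of 21 other genes of Figure 2, 19 had a correlation at an adjusted p under 0.05 (permutation test, 100000 permutations, 2-sided, smallest possible p 1e-05; 18 by Spearman's rho). The study chose these genes on the same arrays, so the count is not independent evidence. The permutations take the 10 arrays as exchangeable, although they come from time courses. Over all pairs, the response of 20 of the 22 genes of Figure 2, ImpL3 among them, changed with hours after transfection. A shared course in time was therefore not separated from a relation to ImpL3. The median size of r was 0.887, and 0.889 without the 2 arrays farthest from the median of ImpL3, where 20 kept their sign; 19 passed with deviations from each experiment's mean. Such deviations leave the change with time in. Pgk had r = 0.407 (adjusted p = 0.241; 0.837 without the 2 farthest arrays) and Gdh r = -0.490 (adjusted p = 0.165; 0.0397 without them). The negative relations of Nup50 (r = -0.743) and CG4829 (r = -0.759) fell in size to -0.232 and -0.458 without these 2 arrays, and were -0.792 (adjusted p = 0.00572) and -0.740 (adjusted p = 0.0114) with deviations from each experiment's mean. Over the 10 GFP arrays 2 genes passed, Tret1-1 (r = 0.872, adjusted p = 0.0225) and CG4726 (r = 0.822, adjusted p = 0.0379), with a median size of r of 0.299; 1 passed on linear values. With deviations from each experiment's mean the 2 were CG2017 (r = 0.875, adjusted p = 0.0265) and Cyp9c1 (r = -0.831, adjusted p = 0.0446).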

When the stringent gene list describing the response to *CoVa* knockdown (Figure 2) was examined for the Hifα binding sites within the 500 base pairs surrounding the transcriptional start site of the gene, 19 of the 22 genes possess at least one high similarity Hifα binding site (Table S3). Further, the microarray data reveal transcriptional upregulation of *Hifα* (Figure 3). This is interesting in that most literature regarding *Hifα* has focused on the post transcriptional stabilization of *Hifα*, usually through the action of hydroxy-prolyl hydroxylase (Bruick and Mcknight 2001). 

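Among other genes of the hypoxia response, scyl, which restrains TOR signalling, bnl, the growth factor that guides tracheal branches, and Hph, the hydroxylase that marks Hifα for destruction, did not pass in CoVa RNAi cells. The log2 fold change was 0.44 for scyl (SE 0.68), -0.41 for bnl (SE 0.37) and 0.35 for Hph (SE 0.19, adjusted p = 0.226 from limma and 0.00558 with the matched pairs as a block, range 0.00558 to 0.86 over 19 alternatives). Of 6 measured hypoxia genes limma passed 0 (0 also at an unadjusted p under 0.05), and 2 with the matched pairs as a block. The list did not pass camera (adjusted p = 0.593) or fry (adjusted p = 0.465). With the matched pairs as a block the list passed fry (adjusted p = 0.0138), which does not compare it with other genes. It did not pass camera with that block (adjusted p = 0.318).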

Adding more complexity to the regulation of *Hif1α* is the recent report that *Hif1α* may be stabilized by alternative methods such as neddylation (Ryu *et al.* 2011), a mechanism of stabilization that requires the presence of reactive oxygen species. Traditionally the stabilization of *Hif1a* has been thought to require reactive oxygen species (Chandel *et al.* 2000); however, *Hif1α* may be stabilized in a reactive oxygen species–independent fashion (Chua *et al.* 2010). As our prior observation has revealed low reactive oxygen species generation with *CoVa* RNAi *in vivo*, we concur that stabilization of *Hif1α* may occur in the absence of reactive oxygen species. Undoubtedly, the regulation of *Hif1α* action is achieved through multiple mechanisms and will not be the same under all biologic conditions. Regardless of the specific mechanism by which *Hifα* mRNA is increased in response to *CoVa* knockdown, as glycolytic genes are found to be upregulated and Hifα binding sites are identified in the majority of the top differentially regulated genes, we conclude that *Hifα* is likely to play a key role in mitochondrial retrograde signaling in times of mitochondrial dysfunction.

We conclude that the most likely mitochondrial retrograde signals identified in our expression profiling experiments are *p53*, *alr*, CG30022, *Cyp6a23*, *GstE9*, and *Hifα* (Figure 5). These identified genes may be the mitochondrial retrograde signal itself or an output from a retrograde signal system. As these genes have been identified in other biologic systems, their importance in mitochondrial regulation of the nucleus must be emphasized. Further directed studies will clarify the roles that these genes play in modulating nuclear function.

### Cytochrome p450 proteins, developmental cues, nuclear pores, and redox generators are identifiable within the systems biologic analysis

Cytochrome p450 (CYP450) proteins comprise a large group of heme-containing proteins that predominantly perform oxidation reactions. Targets of CYP450 proteins include both endogenous molecules, such as steroid hormones and lipids, as well as exogenous compounds, such as xenobiotics. A transcriptional response that directs detoxifying xenobiotics may be a conserved reaction to counter the threat posed by xenobiotics, compounds that often have the electron transport chain as their target. 

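Cyp4e2 and Cyp9c1 belong to the cytochrome P450 family, whose members oxidize fatty acids, hormones and xenobiotics. Cyp4e2 rose from 394 ± 127 to 1100 ± 378 (SD, n = 10 arrays each, log2 fold change 1.39, SE 0.20, adjusted p = 1.35e-04 from limma) and Cyp9c1 from 426 ± 72.9 to 1220 ± 694 (log2 fold change 1.25, SE 0.26, adjusted p = 0.00251), each in 10 of 10 matched pairs. Cyp28d1 rose from 36.7 ± 13.2 to 243 ± 266 (at least 2.43-fold higher, taken against a signal of 100, log2 fold change 1.47, SE 0.40, adjusted p = 0.0146) and Cyp6a22 from 43.3 ± 40.3 to 172 ± 121 (at least 1.72-fold higher, log2 fold change 1.32, SE 0.39, adjusted p = 0.0225). Of 32 measured cytochrome P450 genes 10 were higher and 2 lower, or 11 and 2 when adjusted over the list alone, which is not independent evidence for those the study chose. The list had an adjusted p of 0.0378 from camera with a preset correlation, 0.631 with an estimated correlation, 0.121 with the matched pairs as a block and 0.0553 without replicate 1. Of 8 measured genes of insulin and FOXO signalling 3 were higher, and that list did not pass camera (adjusted p = 0.171). Without the 168 hr arrays Cyp9c1 (log2 fold change 0.87, adjusted p = 0.0569, range 4.34e-05 to 0.0657 over 19 alternatives), Cyp28d1 (0.85, adjusted p = 0.0781, range 7.05e-04 to 0.134 over 18) and Cyp6a22 (0.91, adjusted p = 0.37, range 0.00127 to 0.37 over 18) did not pass.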

The expressions of *Cyp4e2* and *Cyp9c1* are increased in response to *CoVa* RNAi, and interestingly, both of these proteins have been identified in a screen for class O *Forkhead box* protein function (Junger *et al.* 2003) and are thought to be increased in response to decreased insulin signaling (Figure 5).

Ecdysone is a steroidal prohormone that is involved in larval maturation and directs stage-dependent gene expression. 

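Jhl-26 responds to juvenile hormone and CG3714 is annotated as an enzyme that turns nicotinate into a precursor of NAD. Jhl-26 rose from 461 ± 94.7 to 2338 ± 1227 (SD, n = 10 arrays each, ratio 5.07, log2 fold change 2.06, SE 0.29, adjusted p = 1.17e-04 from limma), and CG3714 from 657 ± 67.1 to 2097 ± 903 (ratio 3.19, log2 fold change 1.49, SE 0.22, adjusted p = 1.40e-04); both were higher in 10 of 10 matched pairs. Of 11 measured genes of the ecdysone response, which times moulting, only these 2 were higher and 0 lower, and 2 when adjusted over the list alone. The study chose both on these arrays, so the count is not independent evidence. The list did not pass camera (adjusted p = 0.473).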

*Jhl-26* (Dubrovsky *et al.* 2000; Palli 2009) and CG3714 (Beckstead *et al.* 2005) are known to be responsive to ecdysone and are both increased in response to *CoVa* knockdown. These two genes may therefore serve as potentially important links between energy status and developmental stage (Figure 5).

The nuclear pore is a large specialized multiprotein channel that connects the cytoplasm to the nucleus and is composed of nucleoporins. 

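Besides Nup50, the transcript of Nup37, a scaffold protein of the pore, fell in CoVa RNAi cells, and that of Nup98-96, which encodes a pair of pore proteins, rose slightly. Nup37 fell from 738 ± 66.9 to 532 ± 117 (SD, n = 10 arrays each, log2 fold change -0.47, SE 0.10, adjusted p = 0.00343 from limma, lower in 10 of 10 matched pairs). Nup98-96 rose from 2058 ± 121 to 2404 ± 132 (log2 fold change 0.22, SE 0.05, adjusted p = 0.0025, higher in 10 of 10). Of 20 nucleoporins 1 was higher and 2 lower, also when adjusted over the list alone, and the list was lower than other genes (camera with a preset correlation, adjusted p = 2.69e-04, or 0.424 with an estimated correlation). With the 168 hr arrays left out, Nup37 (log2 fold change -0.32, adjusted p = 0.0954, range 9.61e-04 to 0.0954 over 19 alternatives) and Nup98-96 (0.21, adjusted p = 0.0926, range 7.51e-04 to 0.249 over 19) did not pass.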

Nucleoporin 50 kD (Nup50) acts as a cofactor for the importin-alpha and importin-beta heterodimer, which allows for transportation of nuclear-targeted proteins through the nuclear pore complex (Lindsay *et al.* 2002). An example of a signaling molecule dependent upon nuclear pores and the importin-alpha and importin-beta system is the mothers against decapentaplegic class of protein of the transforming growth factor beta signaling cascade. Therefore, signaling molecules may be excluded from the nucleus as a direct result of cellular energy stores (Figure 5).

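Tpc1 carries thiamine pyrophosphate, the cofactor of pyruvate dehydrogenase, into mitochondria, and its transcript rose with loss of CoVa. It went from 689 ± 54.1 to 1819 ± 800 (SD, n = 10 arrays each, ratio 2.64, log2 fold change 1.23, SE 0.21, adjusted p = 4.69e-04 from limma) and was higher in 10 of 10 matched pairs. For CG4829 the ratio was 0.298. Tpc1 passed under all 19 alternatives (adjusted p from 4.34e-05 to 0.0318).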

The last two genes identified in the stringent analysis include *thiamine pyrophosphate carrier protein 1* (*Tpc1*), a mitochondrial thiamine transporter (Iacopetta *et al.* 2010), and CG4829, a protein-glutamine-gamma glutamyl transferase, genes that are upregulated and downregulated, respectively, in response to *CoVa* RNAi (Figure 5). Gamma glutamyl transferases catalyze the transfer of glutamyl groups from reduced glutathione to water, proteins, and amino acids. In the process of this catalysis, hydrogen peroxide may be released, and thus, gamma glutamyl transferases have been shown to be a significant source of cellular oxidants (Maellaro *et al.* 2000).

## Summary

To conclude, transcriptional profiling of *CoVa* RNAi reveals the plasticity of the *Drosophila* cell to respond to experimental manipulation of the electron transport chain, and it provides molecular mechanisms for understanding how energy substrate management is controlled in times of stress. Through these studies, we witness the response of the transcriptional profile to experimentally induced electron transport deficiency and are able to discern retrograde mitochondrial signals and outputs. Understanding the mechanism through which the mitochondrion orchestrates a nuclear response and is able to manage the disposition of energy precursors may help to develop novel therapeutics for cancer, as well as to better understand the metabolic program of rapidly dividing cells that preferentially utilize glucose as their fuel source.

## Supplementary Material

Supporting Information

# Supplementary material for: Expression Profiling of Attenuated Mitochondrial Function Identifies Retrograde Signals in Drosophila
**Source:** G3 (Bethesda). 2012 Aug 1;2(8):843–51. doi: 10.1534/g3.112.002584
**Supplement:** Supporting Information

Supporting Information 

# Expression Profiling of Attenuated Mitochondrial Function Identifies Retrograde Signals in *Drosophila*

## Supporting Information for Freije, Mandal, and Banerjee, 2012

**Files in this Data Supplement:**

- Supporting Information - Figure S1 and Tables S1-S3 (PDF, 108 KB)
- Figure S1 - CoVa transcripts are knocked-down after RNAi treatment (PDF, 51 KB)
- Table S1 - Affymetrix probesets differentially expressed in Drosophila S2 cells treated with *CoVa* RNAi using the criteria of a minimum of 1.5 times or greater difference within a 90% confidence bound; absolute difference greater than 200; and with a p-value less than 0.05 using a Welch modified two sample t-test (as compared to GFP controls) (PDF, 89 KB)
- Table S2 - GFP to *CoVa* fold change (microarray) and RQ (qRT-PCR) of selected glycolytic genes 72 hours after *CoVa* RNAi (PDF, 56 KB)
- Table S3 - Location of Hif alpha binding sites within the 5' region of the most differentially expressed genes changed by *CoVa* RNA (PDF, 70 KB)

# Supplementary material for: Expression Profiling of Attenuated Mitochondrial Function Identifies Retrograde Signals in Drosophila
**Source:** G3 (Bethesda). 2012 Aug 1;2(8):843–51. doi: 10.1534/g3.112.002584
**Supplement:** Supporting Information

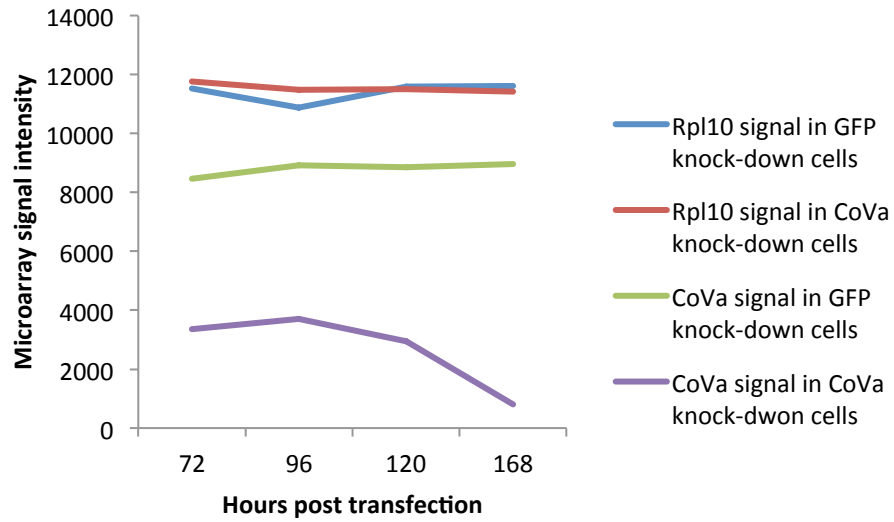

Figure S1 CoVa transcripts are knocked-down after RNAi treatment. Shown is the microarray signal intensity of CoVa and Rpl10 over the time course of an independent experiment. Rpl10 serves as a control gene which remains invariant over the 168 hours of observation in both the GFP transfected controls and CoVa knock-down cells. CoVa signal intensity is markedly reduced at the first time point interrogated (72 hours; 60% decrease), and is further lowered by 91% at the termination of the experiment at 168 hours. The mean knock-down of CoVa expression at the last time-point across the three experiments is 70%.

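RpL10 encodes a protein of the large ribosomal subunit; no probeset carries its name in the annotation, so its family was examined. Of 34 measured cytosolic ribosomal proteins 1 was higher and 0 lower in CoVa RNAi cells (limma), and 0 when adjusted over the list alone. RpS28a rose from 837 ± 137 to 1116 ± 234 (SD, n = 10 arrays each, log2 fold change 0.39, SE 0.11, adjusted p = 0.0219, higher in 9 of 10 matched pairs). As a list the cytosolic ribosomal proteins were lower than other genes by camera with a preset correlation (adjusted p = 0.0399), not with an estimated one (0.637) or with the matched pairs as a block (0.0713); the direction turned up after quantile normalization (adjusted p = 0.351), and the median was below 0 while the mean was above. Of 69 mitochondrial ribosomal proteins, which translate the subunits encoded in mitochondrial DNA, 4 were higher and 11 lower, or 4 and 12 when adjusted over the list alone (camera with a preset correlation, adjusted p = 5.01e-04, or 0.637 with an estimated correlation). Among these mRpL14 fell (log2 fold change -0.40, SE 0.09, adjusted p = 0.00495), as did mRpS14 (-0.36), whereas mRpL28 (0.48, SE 0.10, adjusted p = 0.00337) and mRpS22 (0.31) rose. On the arrays up to 120 hr alone, RpS28a (log2 fold change 0.21, adjusted p = 0.587, range 0.00958 to 0.587 over 19 alternatives), mRpL14 (-0.24, adjusted p = 0.149, range 0.00247 to 0.149 over 19) and mRpL28 (0.35, adjusted p = 0.177, range 5.71e-04 to 0.177 over 19) did not pass, and without replicate 3 neither list did (adjusted p = 0.157 for the cytosolic and 0.0723 for the mitochondrial one).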

Table S1 Affymetrix probesets differentially expressed in Drosophila S2 cells treated with CoVa RNAi using the criteria of a minimum of 1.5 times or greater difference within a 90% confidence bound; absolute difference greater than 200; and with a p-value less than 0.05 using a Welch modified two sample t-test (as compared to GFP controls).

Probe set	Gene	Fold change	Difference of means	p-value
1637772_at	CG4726	35.96	1717.76	0.022778
1628657_at	GstE9	28.72	1772.83	0.008169
1635227_at	ImpL3	16.22	3500.69	0.001307
1633039_at	CG5646	13	269.38	0.028285
1627073_a_at	CG10126	12.5	366.64	0.045699
1627582_a_at	CG30035	7.35	702.39	0.003059
1633536_at	CG4630	7.02	432.34	0.00703
1633639_at	Cyp28d1	6.9	207.98	0.035287
1624101_at	Cyp6a23	5.74	659.64	0.015528
1632802_at	Jhl-26	4.98	1868.33	0.000944
1633238_at	GstE8	4.36	1365.31	0.001478
1634739_a_at	Pfk	4.35	839.72	0.001846
1632652_s_at	CG30022	4.34	1399.74	0.0068
1628558_at	CG30022	4.27	1525.58	0.006038
1625031_at	CG7841	3.94	1401.63	0.000208
1634382_at	CG31675	3.69	308.02	0.005811
1627273_at	CG12035	3.58	336.73	0.003008
1629040_at	CG3476	3.56	312.88	0.001011
1628345_at	Cyp6a9	3.38	283.54	0.017882
1635900_at	Thor	3.31	1608.51	0.016801
1624156_at	Ugt86Da	3.3	1066.05	0.007207
1638562_a_at	Cyp6d5	3.21	254.12	0.021037
1638844_s_at	CG3714	3.2	1441.15	0.000687
1631620_at	GlyP	3.13	616.48	0.011416
1635684_a_at	unc-13	3.02	921.03	0.009756

1633599_a_at	Pepck	2.96	388.7	0.024467
1630885_at	CG12534	2.9	861.78	0.000345
1641428_at	Cyp9c1	2.89	797.79	0.005421
1635439_at	CG10063	2.87	222.44	0.035052
1639704_at	CG14695	2.79	209.18	0.010238
1632676_s_at	CG11897	2.76	992.05	0.010638
1627844_at	Cyp4e2	2.71	694.62	0.000188
1641606_s_at	CG6608	2.65	1132.26	0.001534
1633355_at	CG10802	2.64	964.05	0.000083
1634129_at	CG9663	2.58	361.56	0.007303
1624203_s_at	Gli	2.55	276.92	0.005201
1634152_at	GstD5	2.54	429.93	0.006045
1624982_s_at	CG5080	2.53	399.99	0.02619
1628660_at	CG7130	2.5	731.68	0.001244
1633771_s_at	CG2017	2.49	1044.97	0.000183
1626679_at	CG17327	2.47	1445.85	0.000145
1640489_at	CG18522	2.38	401.1	0.000308
1636305_a_at	CG17327	2.37	1238.84	0.000126
1628187_s_at	CG9691	2.34	1365.98	0.014949
1633803_at	Pgm	2.33	449.25	0.004743
1627939_a_at	ferrochelatase	2.33	1380.22	0.00052
1626653_a_at	ferrochelatase	2.33	1225.52	0.000596
1640341_s_at	Dgp-1	2.29	2067.66	0.000357
1628052_at	Cyp6a17	2.27	1661.54	0.004322
1624070_at	RpS9	2.27	627.65	0.002026
1640230_at	HDC05827	2.24	809.04	0.001293
1638216_at	CG13623	2.24	764.08	0.000793
1638693_s_at	CG1882	2.23	1681.48	0.000102

1623472_at	wus	2.2	573.49	0.000271
1634019_at	CG2064	2.14	1161.13	0.001623
1634930_at	CT35997	2.13	895.7	0.002344
1635619_a_at	cnn	2.11	1182.4	0.000058
1628328_at	GstE10	2.1	210.44	0.00546
1626460_at	CG2658	2.08	580.03	0.000279
1627945_at	Fdxh	2.05	705.04	0.001236
1640977_at	CG12264	2.04	1830.34	0.000264
1632958_a_at	CG15675	2.04	356.19	0.000435
1636174_at	GstD9	2.03	1547.22	0.002568
1628915_s_at	Exn	2.02	272.67	0.005396
1634528_at	CG8412	2.02	432.36	0.002476
1638852_at	CHKov2	2.02	249.1	0.003247
1630802_at	Cyp6d4	2.01	694.47	0.00191
1625026_at	CG3348	2.01	1318.8	0.006981
1623268_a_at	CG33785	2	1539.72	0.000073
1629039_at	asrij	1.99	755.41	0.000218
1639997_s_at	CT39116	1.98	1668.12	0.000015
1635547_a_at	Aats-trp	1.98	900.63	0.000203
1640185_at	CG2076	1.97	2376.19	0.000178
1640363_a_at	CG6330	1.96	1075.45	0.001794
1624029_at	CG3608	1.95	535.85	0.000331
1639621_at	CG10916	1.95	717.72	0.000491
1640884_at	CG15784	1.93	748.27	0.000161
1625162_at	CG4611	1.92	375.66	0.000005
1633622_at	CG3008	1.91	650.19	0.000014
1632707_at	CG12379	1.91	296.25	0.000408
1636289_s_at	DNApol-iota	1.9	304.62	0.001014

1641293_at	ire-1	1.9	367.76	0.002604
1636131_at	lig3	1.89	456.33	0.00038
1630975_at	CG2909	1.89	439.26	0.000137
1628683_at	CG6272	1.88	720.17	0.001066
1631704_at	CG5805	1.88	700.6	0.002559
1637816_s_at	CG2171-RA	1.88	2401.06	0.000529
1634374_at	CG33138	1.87	869.67	0.000279
1638511_at	Aats-trp	1.87	1460.39	0.000091
1629387_s_at	aru	1.86	843.94	0.000541
1634072_s_at	Hmgs	1.86	1819	0.000793
1640339_at	l(1)G0136	1.86	732.24	0.000698
1631822_at	mus205	1.84	262.68	0.000246
1634899_a_at	CG6512	1.83	1927.28	0.000012
1628099_at	bor	1.83	1949.76	0.000001
1634383_a_at	Jhl-21	1.82	2017.67	0.000088
1627034_a_at	CG9410	1.8	423.06	0.000279
1637439_at	CG14709	1.79	1424.96	0.000059
1631688_at	mal	1.79	631.37	0.000106
1635848_at	Inos	1.77	1965.68	0.000019
1627343_a_at	CG5535	1.77	969.38	0.000169
1639142_s_at	CR_tc_GH14469	1.76	855.6	0.00003
1640075_a_at	path	1.76	1477.97	0.000134
1625496_at	lde	1.74	1425.32	0.000248
1630857_s_at	NTPase	1.73	1913.7	0.000325
1632978_at	CG32207	1.73	640.8	0.000063
1641339_at	CG10137	1.72	252.02	0.000125
1627973_s_at	CG33075-RA	1.72	228.94	0.000214
1625763_at	CG2789	1.7	2771.2	0.000158

1638259_s_at	Aats-val	1.7	909.84	0.000043
1633956_s_at	CG7995	1.7	315.34	0.000052
1633641_a_at	CG15611	-1.8	-604.34	0.000001
1629889_s_at	regucalcin	-1.83	-1961.69	0.000004
1636311_at	Gpdh	-1.85	-541.06	0.000014
1625265_at	CG9119	-1.88	-281.64	0.000174
1631321_s_at	His1	-1.92	-1895.23	0.000033
1639962_a_at	CoVa	-1.95	-3949.65	0.00018
1639232_s_at	SP1029	-1.96	-459.18	0.000004
1628081_s_at	CG7530	-1.97	-974.41	0.000012
1629442_at	egr	-1.97	-572.29	0.000017
1629740_at	His1	-2.02	-303.53	0.000158
1625925_at	His2A	-2.02	-1272.88	0.000251
1632744_a_at	if	-2.07	-432	0.000018
1630150_s_at	Cg25C	-2.08	-210.65	0.000406
1629430_s_at	regucalcin	-2.09	-1136.35	0.00052
1637055_s_at	AC006215	-2.16	-512.22	0.000029
1626727_at	Mct1	-2.19	-232.73	0.000078
1630986_s_at	Adk3	-2.22	-200.35	0.002186
1640720_a_at	CG14872	-2.22	-456.3	0
1636835_at	CG16700	-2.41	-314.68	0.002155
1629572_a_at	fat-spondin	-2.44	-1833.55	0.000162
1625023_a_at	nAcRbeta-21C	-2.46	-570.14	0
1639766_at	Pgk	-2.75	-1913.94	0
1623885_at	alpha-Est1	-2.82	-246.05	0.002637
1641270_at	CG8745	-2.98	-321.44	0.001625
1623950_s_at	Ama	-3.05	-228	0.019889
1630141_at	CG2158	-3.19	-885.14	0

1638807_s_at	CG4829	-3.43	-532.51	0.000007
1637366_at	CG16876	-3.5	-379.47	0.000005
1640835_a_at	Gdh	-4.2	-2106.33	0
1635930_at	btn	-4.41	-237.06	0.000217
1634302_s_at	CG14516	-5.75	-298.51	0.000099

This genelist compared all GFP control samples to all *CoVa* RNAi samples and included all time points sampled of all three replicates. The fold change was calculated by dividing the mean *CoVa* microarray signal intensity and dividing by the mean GFP microarray intensity. 

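The transcripts with the largest ratios in Table S1 include CG4726, a solute transporter, and GstE9, an enzyme of glutathione conjugation. For each of the 142 probesets the mean CoVa RNAi signal was divided by the mean GFP signal over 10 arrays each. All 142 ratios had the direction listed in Table S1, and the quotient of the computed and the listed fold lay between 0.932 and 1.10 with a median of 0.999. In limma 141 of the 142 passed, which is not independent evidence because the study chose them on these arrays. Thor had a computed ratio of 3.63. The CoVa signal itself had a ratio of 0.511.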

The difference of means is the difference in mean microarray signal intensity between the two groups. The p-value is the result of a modified Welch two sample t-test. The probesets are ranked from highest up-regulated to highest down-regulated.

Table S2 GFP to CoVa fold change (microarray) and RQ (qRT-PCR) of selected glycolytic genes 72 hours after CoVa RNAi

Gene	Microarray [*]	RQ (SEM, p-value) [#]
Phosphofructokinase	1.6-2.4 (p<0.002)	3.0 (0.2, p<0.0004)
Phosphoglycerate kinase	0.3 (p<1 x 10 ⁻⁷)	0.3 (0.04, p<0.0008)
Ecdysone-inducible protein L3	4.7-5.9 (p<0.001)	3.3 (0.46, p<0.009)

RQ= relative quotient

^{*} Two of the three microarray replicates were assayed at the 72 hour time point and the range of the ratios are displayed. The p-values were calculated by a Welch modified two sample t-test in the DCHIP program.

[#] The standard error of the mean (SEM) of the corresponding GFP controls are 0.18, 0.07, and 0.147 for Pfk, Pgk, and Impl3 respectively. The p-values were calculated by Fisher's protected least significant difference.

Table S3 Location of Hif α binding sites within the 5' region of the most differentially expressed genes changed by *CoVa* RNAi.

Gene	Similarity score	Position	Sequence	Strand
CG4726	1	-430	GCGTG	+
GstE9	0.79	-353	AGGTG	-
ImpL3	0.82	-111	TCGTG	+
Cyp6a23	1	-238	ACGTG	+
Jhl-26	0.82	-73	TCGTG	+
Pfk	0.79	-360	ATGTG	+
Pfk	0.79	-434	ATGTG	+
CG30022	0.82	-284	TCGTG	-
CG7841	1	-221	ACGTG	-
Ugt86Da	1	-402	ACGTG	+
CG3714	1	14	GCGTG	+
CG3714	1	-414	GCGTG	-
Alr	0.79	-403	GAGTG	-
Cyp9c1	1	-113	ACGTG	-
Cyp4e2	0.82	38	TCGTG	+
Tpc1	1	-398	GCGTG	-
Tpc1	1	-419	GCGTG	-
CG10802	1	41	ACGTG	+
CG2017	1	0	GCGTG	+
CG2017	1	-17	GCGTG	+
CG2017	1	-267	GCGTG	+
CG2017	1	-274	GCGTG	+
CG2017	1	-352	ACGTG	+
CG17327	0.82	-380	CCGTG	+
Pgk	0.82	-39	CCGTG	-
Nup50	1	-432	ACGTG	+

CG4829	1	45	GCGTG	-
CG4829	1	38	GCGTG	-
CG4829	1	-191	ACGTG	-
Gdh	1	-40	ACGTG	-
Gdh	1	-427	ACGTG	+
Gdh	1	-431	ACGTG	+

The 22 genes consistently and robustly altered by loss of *CoVa* expression (displayed in Figure 2) were examined for the consensus Hif α binding sequence of RCGTG (R is either A or G) within the area spanning from -450 to +50 of the transcription start site. The location of the Hif α binding site is displayed, as is the exact sequence found, the similarity score as compared to the consensus binding site, and whether the site is on the coding or complementary strand.

# Supplementary material for: Expression Profiling of Attenuated Mitochondrial Function Identifies Retrograde Signals in Drosophila
**Source:** G3 (Bethesda). 2012 Aug 1;2(8):843–51. doi: 10.1534/g3.112.002584
**Supplement:** Supporting Information

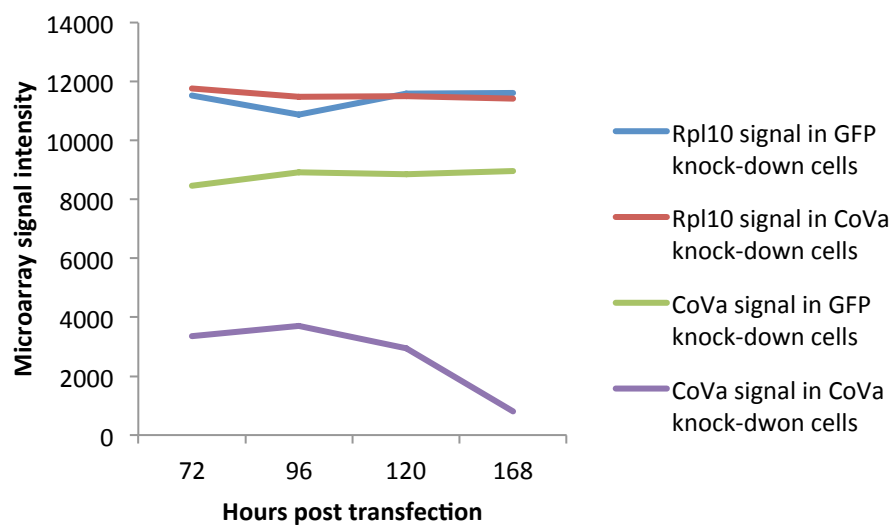

Figure S1 CoVa transcripts are knocked-down after RNAi treatment. Shown is the microarray signal intensity of CoVa and Rpl10 over the time course of an independent experiment. Rpl10 serves as a control gene which remains invariant over the 168 hours of observation in both the GFP transfected controls and CoVa knock-down cells. CoVa signal intensity is markedly reduced at the first time point interrogated (72 hours; 60% decrease), and is further lowered by 91% at the termination of the experiment at 168 hours. The mean knock-down of CoVa expression at the last time-point across the three experiments is 70%.

# Supplementary material for: Expression Profiling of Attenuated Mitochondrial Function Identifies Retrograde Signals in Drosophila
**Source:** G3 (Bethesda). 2012 Aug 1;2(8):843–51. doi: 10.1534/g3.112.002584
**Supplement:** Supporting Information

Table S1 Affymetrix probesets differentially expressed in Drosophila S2 cells treated with CoVa RNAi using the criteria of a minimum of 1.5 times or greater difference within a 90% confidence bound; absolute difference greater than 200; and with a p-value less than 0.05 using a Welch modified two sample t-test (as compared to GFP controls).

Probe set	Gene	Fold change	Difference of means	p-value
1637772_at	CG4726	35.96	1717.76	0.022778
1628657_at	GstE9	28.72	1772.83	0.008169
1635227_at	ImpL3	16.22	3500.69	0.001307
1633039_at	CG5646	13	269.38	0.028285
1627073_a_at	CG10126	12.5	366.64	0.045699
1627582_a_at	CG30035	7.35	702.39	0.003059
1633536_at	CG4630	7.02	432.34	0.00703
1633639_at	Cyp28d1	6.9	207.98	0.035287
1624101_at	Cyp6a23	5.74	659.64	0.015528
1632802_at	Jhl-26	4.98	1868.33	0.000944
1633238_at	GstE8	4.36	1365.31	0.001478
1634739_a_at	Pfk	4.35	839.72	0.001846
1632652_s_at	CG30022	4.34	1399.74	0.0068
1628558_at	CG30022	4.27	1525.58	0.006038
1625031_at	CG7841	3.94	1401.63	0.000208
1634382_at	CG31675	3.69	308.02	0.005811
1627273_at	CG12035	3.58	336.73	0.003008
1629040_at	CG3476	3.56	312.88	0.001011
1628345_at	Cyp6a9	3.38	283.54	0.017882
1635900_at	Thor	3.31	1608.51	0.016801
1624156_at	Ugt86Da	3.3	1066.05	0.007207
1638562_a_at	Cyp6d5	3.21	254.12	0.021037
1638844_s_at	CG3714	3.2	1441.15	0.000687
1631620_at	GlyP	3.13	616.48	0.011416
1635684_a_at	unc-13	3.02	921.03	0.009756

1633599_a_at	Pepck	2.96	388.7	0.024467
1630885_at	CG12534	2.9	861.78	0.000345
1641428_at	Cyp9c1	2.89	797.79	0.005421
1635439_at	CG10063	2.87	222.44	0.035052
1639704_at	CG14695	2.79	209.18	0.010238
1632676_s_at	CG11897	2.76	992.05	0.010638
1627844_at	Cyp4e2	2.71	694.62	0.000188
1641606_s_at	CG6608	2.65	1132.26	0.001534
1633355_at	CG10802	2.64	964.05	0.000083
1634129_at	CG9663	2.58	361.56	0.007303
1624203_s_at	Gli	2.55	276.92	0.005201
1634152_at	GstD5	2.54	429.93	0.006045
1624982_s_at	CG5080	2.53	399.99	0.02619
1628660_at	CG7130	2.5	731.68	0.001244
1633771_s_at	CG2017	2.49	1044.97	0.000183
1626679_at	CG17327	2.47	1445.85	0.000145
1640489_at	CG18522	2.38	401.1	0.000308
1636305_a_at	CG17327	2.37	1238.84	0.000126
1628187_s_at	CG9691	2.34	1365.98	0.014949
1633803_at	Pgm	2.33	449.25	0.004743
1627939_a_at	ferrochelatase	2.33	1380.22	0.00052
1626653_a_at	ferrochelatase	2.33	1225.52	0.000596
1640341_s_at	Dgp-1	2.29	2067.66	0.000357
1628052_at	Cyp6a17	2.27	1661.54	0.004322
1624070_at	RpS9	2.27	627.65	0.002026
1640230_at	HDC05827	2.24	809.04	0.001293
1638216_at	CG13623	2.24	764.08	0.000793
1638693_s_at	CG1882	2.23	1681.48	0.000102

1623472_at	wus	2.2	573.49	0.000271
1634019_at	CG2064	2.14	1161.13	0.001623
1634930_at	CT35997	2.13	895.7	0.002344
1635619_a_at	cnn	2.11	1182.4	0.000058
1628328_at	GstE10	2.1	210.44	0.00546
1626460_at	CG2658	2.08	580.03	0.000279
1627945_at	Fdxh	2.05	705.04	0.001236
1640977_at	CG12264	2.04	1830.34	0.000264
1632958_a_at	CG15675	2.04	356.19	0.000435
1636174_at	GstD9	2.03	1547.22	0.002568
1628915_s_at	Exn	2.02	272.67	0.005396
1634528_at	CG8412	2.02	432.36	0.002476
1638852_at	CHKov2	2.02	249.1	0.003247
1630802_at	Cyp6d4	2.01	694.47	0.00191
1625026_at	CG3348	2.01	1318.8	0.006981
1623268_a_at	CG33785	2	1539.72	0.000073
1629039_at	asrij	1.99	755.41	0.000218
1639997_s_at	CT39116	1.98	1668.12	0.000015
1635547_a_at	Aats-trp	1.98	900.63	0.000203
1640185_at	CG2076	1.97	2376.19	0.000178
1640363_a_at	CG6330	1.96	1075.45	0.001794
1624029_at	CG3608	1.95	535.85	0.000331
1639621_at	CG10916	1.95	717.72	0.000491
1640884_at	CG15784	1.93	748.27	0.000161
1625162_at	CG4611	1.92	375.66	0.000005
1633622_at	CG3008	1.91	650.19	0.000014
1632707_at	CG12379	1.91	296.25	0.000408
1636289_s_at	DNAPol-iota	1.9	304.62	0.001014

1641293_at	ire-1	1.9	367.76	0.002604
1636131_at	lig3	1.89	456.33	0.00038
1630975_at	CG2909	1.89	439.26	0.000137
1628683_at	CG6272	1.88	720.17	0.001066
1631704_at	CG5805	1.88	700.6	0.002559
1637816_s_at	CG2171-RA	1.88	2401.06	0.000529
1634374_at	CG33138	1.87	869.67	0.000279
1638511_at	Aats-trp	1.87	1460.39	0.000091
1629387_s_at	aru	1.86	843.94	0.000541
1634072_s_at	Hmgs	1.86	1819	0.000793
1640339_at	l(1)G0136	1.86	732.24	0.000698
1631822_at	mus205	1.84	262.68	0.000246
1634899_a_at	CG6512	1.83	1927.28	0.000012
1628099_at	bor	1.83	1949.76	0.000001
1634383_a_at	Jhl-21	1.82	2017.67	0.000088
1627034_a_at	CG9410	1.8	423.06	0.000279
1637439_at	CG14709	1.79	1424.96	0.000059
1631688_at	mal	1.79	631.37	0.000106
1635848_at	Inos	1.77	1965.68	0.000019
1627343_a_at	CG5535	1.77	969.38	0.000169
1639142_s_at	CR_tc_GH14469	1.76	855.6	0.00003
1640075_a_at	path	1.76	1477.97	0.000134
1625496_at	lde	1.74	1425.32	0.000248
1630857_s_at	NTPase	1.73	1913.7	0.000325
1632978_at	CG32207	1.73	640.8	0.000063
1641339_at	CG10137	1.72	252.02	0.000125
1627973_s_at	CG33075-RA	1.72	228.94	0.000214
1625763_at	CG2789	1.7	2771.2	0.000158

1638259_s_at	Aats-val	1.7	909.84	0.000043
1633956_s_at	CG7995	1.7	315.34	0.000052
1633641_a_at	CG15611	-1.8	-604.34	0.000001
1629889_s_at	regucalcin	-1.83	-1961.69	0.000004
1636311_at	Gpdh	-1.85	-541.06	0.000014
1625265_at	CG9119	-1.88	-281.64	0.000174
1631321_s_at	His1	-1.92	-1895.23	0.000033
1639962_a_at	CoVa	-1.95	-3949.65	0.00018
1639232_s_at	SP1029	-1.96	-459.18	0.000004
1628081_s_at	CG7530	-1.97	-974.41	0.000012
1629442_at	egr	-1.97	-572.29	0.000017
1629740_at	His1	-2.02	-303.53	0.000158
1625925_at	His2A	-2.02	-1272.88	0.000251
1632744_a_at	if	-2.07	-432	0.000018
1630150_s_at	Cg25C	-2.08	-210.65	0.000406
1629430_s_at	regucalcin	-2.09	-1136.35	0.00052
1637055_s_at	AC006215	-2.16	-512.22	0.000029
1626727_at	Mct1	-2.19	-232.73	0.000078
1630986_s_at	Adk3	-2.22	-200.35	0.002186
1640720_a_at	CG14872	-2.22	-456.3	0
1636835_at	CG16700	-2.41	-314.68	0.002155
1629572_a_at	fat-spondin	-2.44	-1833.55	0.000162
1625023_a_at	nAcRbeta-21C	-2.46	-570.14	0
1639766_at	Pgk	-2.75	-1913.94	0
1623885_at	alpha-Est1	-2.82	-246.05	0.002637
1641270_at	CG8745	-2.98	-321.44	0.001625
1623950_s_at	Ama	-3.05	-228	0.019889
1630141_at	CG2158	-3.19	-885.14	0

1638807_s_at	CG4829	-3.43	-532.51	0.000007
1637366_at	CG16876	-3.5	-379.47	0.000005
1640835_a_at	Gdh	-4.2	-2106.33	0
1635930_at	btn	-4.41	-237.06	0.000217
1634302_s_at	CG14516	-5.75	-298.51	0.000099

This genelist compared all GFP control samples to all *CoVa* RNAi samples and included all time points sampled of all three replicates. The fold change was calculated by dividing the mean *CoVa* microarray signal intensity and dividing by the mean GFP microarray intensity. The difference of means is the difference in mean microarray signal intensity between the two groups. The p-value is the result of a modified Welch two sample t-test. The probesets are ranked from highest up-regulated to highest down-regulated.

# Supplementary material for: Expression Profiling of Attenuated Mitochondrial Function Identifies Retrograde Signals in Drosophila
**Source:** G3 (Bethesda). 2012 Aug 1;2(8):843–51. doi: 10.1534/g3.112.002584
**Supplement:** Supporting Information

Table S2 GFP to CoVa fold change (microarray) and RQ (qRT-PCR) of selected glycolytic genes 72 hours after CoVa RNAi

Gene	Microarray [*]	RQ (SEM, p-value) [#]
Phosphofructokinase	1.6-2.4 (p<0.002)	3.0 (0.2, p<0.0004)
Phosphoglycerate kinase	0.3 (p<1 x 10 ⁻⁷)	0.3 (0.04, p<0.0008)
Ecdysone-inducible protein L3	4.7-5.9 (p<0.001)	3.3 (0.46, p<0.009)

RQ= relative quotient

^{*} Two of the three microarray replicates were assayed at the 72 hour time point and the range of the ratios are displayed. The p-values were calculated by a Welch modified two sample t-test in the DCHIP program.

[#] The standard error of the mean (SEM) of the corresponding GFP controls are 0.18, 0.07, and 0.147 for Pfk, Pgk, and Impl3 respectively. The p-values were calculated by Fisher's protected least significant difference.

# Supplementary material for: Expression Profiling of Attenuated Mitochondrial Function Identifies Retrograde Signals in Drosophila
**Source:** G3 (Bethesda). 2012 Aug 1;2(8):843–51. doi: 10.1534/g3.112.002584
**Supplement:** Supporting Information

Table S3 Location of Hif α binding sites within the 5' region of the most differentially expressed genes changed by *CoVa* RNAi.

Gene	Similarity score	Position	Sequence	Strand
CG4726	1	-430	GCGTG	+
GstE9	0.79	-353	AGGTG	-
ImpL3	0.82	-111	TCGTG	+
Cyp6a23	1	-238	ACGTG	+
Jhl-26	0.82	-73	TCGTG	+
Pfk	0.79	-360	ATGTG	+
Pfk	0.79	-434	ATGTG	+
CG30022	0.82	-284	TCGTG	-
CG7841	1	-221	ACGTG	-
Ugt86Da	1	-402	ACGTG	+
CG3714	1	14	GCGTG	+
CG3714	1	-414	GCGTG	-
Alr	0.79	-403	GAGTG	-
Cyp9c1	1	-113	ACGTG	-
Cyp4e2	0.82	38	TCGTG	+
Tpc1	1	-398	GCGTG	-
Tpc1	1	-419	GCGTG	-
CG10802	1	41	ACGTG	+
CG2017	1	0	GCGTG	+
CG2017	1	-17	GCGTG	+
CG2017	1	-267	GCGTG	+
CG2017	1	-274	GCGTG	+
CG2017	1	-352	ACGTG	+
CG17327	0.82	-380	CCGTG	+
Pgk	0.82	-39	CCGTG	-
Nup50	1	-432	ACGTG	+

CG4829	1	45	GCGTG	-
CG4829	1	38	GCGTG	-
CG4829	1	-191	ACGTG	-
Gdh	1	-40	ACGTG	-
Gdh	1	-427	ACGTG	+
Gdh	1	-431	ACGTG	+

The 22 genes consistently and robustly altered by loss of *CoVa* expression (displayed in Figure 2) were examined for the consensus Hif α binding sequence of RCGTG (R is either A or G) within the area spanning from -450 to +50 of the transcription start site. The location of the Hif α binding site is displayed, as is the exact sequence found, the similarity score as compared to the consensus binding site, and whether the site is on the coding or complementary strand.

How the deposited data were processed for this re-analysis (not part of the article)

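Total RNA of Drosophila S2 cells was measured on Affymetrix Drosophila Genome 2 microarrays after RNAi against GFP (10 arrays) or CoVa (10 arrays), in 3 time courses. Experiment 1 was sampled at 48 and 168 hr and experiments 2 and 3 at 72, 96, 120 and 168 hr. 1 array of untransfected cells at 48 hr is in the labels and entered no comparison. The signal intensities, as deposited by the authors, are linear model-based values: the authors read the arrays with the GeneChip Operating System and normalized them in dChip to the array of median intensity, and the labels also name MAS5 among the processing tools. The table holds 18952 probesets. The 183 control probesets were left out, except that those of actin, GAPDH and eIF-4a served for a check of RNA integrity, and 18769 were used. Values ran from 9.60, which recurs on every array, to 16299. The medians of the arrays lay between 67.5 and 94.4, a ratio of 1.4, so the arrays were not normalized again. Between 42.7% and 49.0% of the probesets reached 100 on an array, and between 4.23% and 7.71% stood at the lowest value, against which no fold is given. The number of arrays, and for weak probesets the background, limits the precision of each value.

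Genes were named by the array annotation, with 13646 probesets of 1 gene, 402 of several genes and 4721 of none. 16 probesets without a gene were named through Table S1. The 10 pairs of a GFP and a CoVa array of the same experiment and time were checked for pairing: the correlation of the deviations from the group means was 0.956 at 72 hr, 0.774 at 96 hr, 0.785 at 120 hr, and 0.582, 0.596 and 0.709 at 168 hr. The pairing comes from the time courses, which the paper calls independent experiments. The 210 correlations between arrays lay between 0.851 and 0.995, and no arrays held identical values.

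For all comparisons the value plus 32 was taken to log2, and 9858 probesets that reached 100 on at least 3 of the 20 arrays were kept. Over all arrays CoVa RNAi was compared with GFP RNAi in limma 3.58.1 (R 4.3.3, statmod 1.5.0) with eBayes and Benjamini-Hochberg adjustment over all kept probesets, at a threshold of 0.05, without a term for the experiment. A fit of 1 mean per condition and time gave the comparisons at 72, 96, 120 and 168 hr and the difference of the CoVa effect between 72 and 168 hr. A straight line through the log2 difference of each of the 10 pairs against hours gave the time trend. The criteria of the article were applied to the linear values of all probesets: a ratio of at least 2 (or 1.5) below a 90% bound from Fieller's method (normal quantile 1.645), a difference above 500 (or 200) and a p under 0.05 from the methods' t-test. Where a gene has several probesets, list tests used the one with the highest mean. 33 gene lists were written from general knowledge and 29 with at least 3 measured genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. They cover energy metabolism, mitochondrial proteins, translation, stress and hormone responses, the cell cycle, and markers of plasmatocytes, crystal cells, lamellocytes, neurons and fat body. Correlations with ImpL3 used 100000 permutations. Overrepresentation used Fisher's exact test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these.

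The design, the comparisons, the gene lists and the alternatives were set before the data were examined, except those said to have been chosen after. The genes named in the text follow a rule: every gene that the paper names as measured, the 10 higher and 10 lower probesets with the largest fold past the threshold and the same direction in all 10 pairs, the 2 to 4 members of each list with the largest fold, and CoVa, RpL10 and sima. List members that did not pass are named only in part. The paper's tables were seen before the rule was written. The fits were tested on simulated data, with known changes added to 50 probesets per size. Alternatives changed the normalization (quantile, or a common median), the value added before log2, the filter, the treatment of several probesets, the eBayes settings, blocks for the experiment or the matched pairs, the time points, and left out each experiment in turn. RpL10, Gapdh2 and PyK have no named probeset and are not analysed here. The growth, lactate, extracellular acidification and qRT-PCR experiments and the HIF sites were not analysed here.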

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

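The tests of a scan batch, of the depth of the knockdown and of time after transfection were chosen only after the result was seen. In GFP RNAi cells of experiment 3 at 72 hr, CG4829 had a signal of 196 and the nearest other GFP array had 513, so that this array stood apart by 0.588 of the range of 10 arrays, above Dixon's critical value for 10 arrays. It was 1 of 48 groups of arrays tested, and chance alone marks about 1 in 20.

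The same array stands in a wider pattern. At 72 hr 1034 probesets, sima among them, were lower in experiment 3 than in experiment 2 by a log2 difference of at least 1 in both conditions, and 391 were higher. The values argue against loss of transcript ends (the 3' to 5' log2 ratio of control transcripts differed by -0.168, from 0.908 in experiment 2 to 0.741 in experiment 3, where a rise was needed). They also argue against the normalization between arrays (median difference of the lower probesets still -1.70 after quantile normalization). A scan batch shared by the whole experiment cannot be settled for all of these probesets. For the lower probesets the mean of the median differences of both conditions was -0.161 at 168 hr, against -1.77 at 72 hr. They were chosen for their 72 hr values, which by itself makes later differences smaller. Among the later times, which that choice did not use, their median difference still shrank. At 96, 120 and 168 hr it was -1.21, -0.42 and -0.12 in GFP and -0.78, -0.435 and -0.20 in CoVa RNAi cells. A batch with the same effect on every array of experiment 3 would not give this, so the values argue against it for the lower probesets. The higher ones had median differences of 0.73 in GFP and 0.48 in CoVa RNAi cells at 168 hr, against 1.22 and 1.27 at 72 hr. Also open, untested, is a difference in the state of the cells at the start of experiment 3, which could fade by 168 hr as the lower set did. The cause was not tested, and both conditions share the shift.

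For 165 probesets the effect of CoVa RNAi differed between 72 and 168 hr (limma; 104 more positive and 61 more negative at 168 hr, 164 with the larger fold at 168 hr, 1090 at an unadjusted p under 0.05, and 757 with a block for the experiment); scaling to a common median, which moved the median of this difference to -0.12, left 27, the loss of the 72 hr arrays of experiment 3 left 37, and without replicate 2 there were 0. The mean response of the 22 genes of Figure 2 followed hours after transfection over the 10 pairs (Pearson r = 0.954, permutation p = 1e-04, adjusted 3e-04 over 3 relations, Spearman's rho 0.979 with p = 5e-05; r = 0.931 without the 2 farthest pairs and 0.961 within experiments). For the depth of the CoVa knockdown the relation was looser (r = -0.595, permutation p = 0.0615, adjusted 0.0923, rho -0.661 with p = 0.0439; -0.231 without the 2 farthest pairs and -0.824 within experiments). The permutations take the 10 pairs as exchangeable, although they come from 3 time courses, and the study chose the 22 genes on these arrays. Experiment 3, with the shallower knockdown, had a larger response at 72, 96 and 120 hr (by 0.324, 0.243 and 0.272) and a smaller one at 168 hr (-0.148). Time therefore may account for the growth of the response, while the part of the depth of the knockdown cannot be told apart, because depth and time move together within each experiment.

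A signal outside the genes that the article reports was found in 1613 changed probesets that are not in Table S1, 1006 higher and 607 lower. These needed only an adjusted p under 0.05 from limma, whereas Table S1 also asks for a minimum ratio and difference. The count is therefore not comparable with the length of Table S1. By the less stringent criteria of the article, 13 passing probesets were outside Table S1. Of all 1754 changed probesets, 75 higher and 44 lower had a log2 fold change of 1 or more in size. The article does not discuss the mitochondrial chaperones and proteases, of which 10 were higher, with bor, Afg3l2 and Spg7 in Table S1 and the others outside it. Nor does it discuss the 14 higher cytosolic aminoacyl-tRNA synthetases, of which TrpRS and ValRS are in Table S1.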

How the results depend on the processing

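The alternatives without the 72 hr arrays of experiment 3, without the 48 hr arrays and with members named through Table S1, and those of the sima time trend and of the second egr probeset, were chosen after the values were seen; all others were planned. Of 1116 higher and 638 lower probesets, scaling to a common median left 556 and 377, the arrays before 168 hr gave 251 and 75, 1 value per experiment and condition gave 128 and 39 (with 3 glycolysis genes higher, fewer samples), condition by time means gave 424 lower, and a random block for the experiment 1023 lower. The replicate block gave 1032 lower, and at 72, 96, 120 and 168 hr 7, 517, 1068 and 3286 changed, with 757 for the difference between 72 and 168 hr. The replicate block with time, that is the matched pairs, gave 2539 higher and 1571 lower and passed sima (log2 fold change 0.49, adjusted p = 0.00306, range 0.00306 to 0.855) and 19 other named genes (Hex-A, Hph, CG6287, sun, ATPsyngamma, ATPsynCF6, Cdk2, Pdp1, UQCR-11, UQCR-6.4, COX5B, Hsf, RpL24-like, Eip78C, ftz-f1, InR, Nup43, CG5103 and Pxn), while 3 gene lists no longer passed. Scaling to a common median left 1, 44, 99 and 768 changed at 72, 96, 120 and 168 hr and 27 for the difference. Quantile normalization left 51 at 96 hr, 164 at 120 hr and 56 for the difference, and reversed the list of cytosolic ribosomal proteins (adjusted p = 0.351). No filter on low values left 82, 176 and 76 of these, with more probesets tested. An intensity trend in eBayes gave 5 at 72 hr. Without the 72 hr arrays of experiment 3 there were 1 at 72 hr and 37 for the difference. The stringent and less stringent criteria passed 53 and 313 with no bound, and 10 and 46 without the 168 hr arrays. With members named through Table S1, which is a list of changed probesets and so favours a pass, 15 gene lists passed (11 higher, 4 lower), the 2 more being the amino acid stress response (adjusted p = 0.0464) and p53 and apoptosis (adjusted p = 0.0461). With an estimated correlation camera passed 0 of 29 gene lists (2 at an unadjusted p under 0.05), and on linear values 1 gene correlated with ImpL3 in GFP RNAi cells. Leaving out each replicate in turn gave 251 to 964 higher and 97 to 447 lower probesets, 4 to 7 glycolysis genes higher, 0 to 2 probesets at 72 hr, 0 to 100 at 96 hr, 0 to 207 at 120 hr, 0 to 2499 at 168 hr and 0 to 72 for the difference, 12 to 27 and 72 to 136 for the criteria, and a log2 fold change of sima at 168 hr of 0.74 to 0.85 (adjusted p = 0.00962 without replicate 3). Without replicate 2, and without replicate 3, the fit by time had 2 residual degrees of freedom. Of 146 named genes, 60 no longer passed without replicate 2, 64 with 1 value per experiment, 58 without the 168 hr arrays, 32 without replicate 3 and 24 with a common median; none reversed. Where no construction is named, the cause was not tested. Of the alternatives set at the start, normalization to RpL10, which has no named probeset, and those for HIF sites, which need a genome, were not run. Signal near the background limits weak probesets.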

Differences from the paper's values

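In Fig. 3B the paper gives a fold of about 11 for ImpL3 at 168 hr, read by eye, and the ratio of the means of the 3 experiments here was 23.9. Of the alternatives set before the data were examined, none came within the paper's value: quantile normalization gave 24.4, a common median 23.8, and leaving out replicates 1 and 2 gave 17.4 and 19.0. Without replicate 3 the GFP mean was 94.9, so only a lower limit of 63.6, against a signal of 100, can be given. The ratio in experiment 3 alone was 10.5, which falls within the paper's value, and the ratios of the other enzymes in that experiment match those that the figure prints. This comparison with a single experiment was made after the values were seen. In experiment 1 the GFP signal of ImpL3 stood at the lowest value of the table.

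The paper names Tret1-1 and CG4829 as genes whose change did not depend on time, by a repeated measures analysis of variance. Here the slope of the log2 difference with hours passed for Tret1-1 (0.59 per 24 hr, adjusted p = 3.37e-04 from limma) and for CG4829 (-0.53, adjusted p = 7.01e-05), and both passed in every alternative run. For Nup50, which the paper names with them, no trend passed here either (adjusted p = 0.252), except with a block for the experiment (adjusted p = 0.0447). Pgk, which the paper counts among the genes with a time effect, had no trend over all pairs (adjusted p = 0.905), and it passed without the 48 hr pair (adjusted p = 0.0386) and without replicate 1 (adjusted p = 0.0257).

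The paper gives the increase of Hifα at 168 hr as past its threshold, with a p for this gene alone. The tests here cannot check that p, so no disagreement can be drawn from them. The limma p is adjusted over all kept probesets, and its fit pools the spread over all time points. A t-test of this gene at 168 hr alone is not given here. Here every CoVa RNAi array exceeded every GFP array, but 3 against 3 arrays cannot give an exact permutation p under 0.1. From limma the adjusted p was 0.392, or 0.00962 without replicate 3 in a fit with 2 residual degrees of freedom. Cyp9c1, which Figure 2 includes, did not pass the stringent criteria here with a bound that rounds to 2.00. With a bound for 1 side, an alternative set before the data were examined that is laxer by construction, 29 probesets passed, and Cyp9c1 is among them.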

Other observations

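The tests of the loss of the CoVa transcript as a cause and the examples from experiment 3 were chosen only after the result was seen. Of 9 measured genes of the response to amino acid shortage 3 were higher. crc, the fly ATF4, which turns on genes of amino acid supply, rose from 6213 ± 876 to 7969 ± 1153 (SD, n = 10 arrays each; log2 fold change 0.36, adjusted p = 0.0133 from limma, 10 of 10 matched pairs), and PPP1R15, which ends the block of translation, rose (log2 fold change 0.57, adjusted p = 0.00143, 9 of 10 pairs), while the serine synthesis gene CG6287 did not pass (log2 fold change 0.23, adjusted p = 0.186, or 0.019 with the matched pairs). Without the 168 hr arrays PPP1R15 did not pass (log2 fold change 0.45, adjusted p = 0.0724, range 5.46e-04 to 0.0786 over 19 alternatives). The list did not pass camera (adjusted p = 0.137, and 0.426 with an estimated correlation), and passed fry (adjusted p = 0.00271), which does not compare it with other genes.

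Col4a1, a collagen of the basement membrane and a plasmatocyte marker, fell from 422 ± 131 to 195 ± 70.4 (log2 fold change -1.00, adjusted p = 0.00223, 10 of 10 pairs), as did the antimicrobial peptide gene DptB (log2 fold change -1.29, adjusted p = 0.0471, lower in 8 of 10 pairs). Without the 168 hr arrays neither passed (log2 fold change -0.66, adjusted p = 0.177, range 1.07e-04 to 0.177 for Col4a1; -0.55, adjusted p = 0.735, range 0.0114 to 0.735 for DptB). As lists, the plasmatocyte markers (1 lower of 6, adjusted p = 0.396) and the antimicrobial genes (1 lower of 3, adjusted p = 0.473, with Drs at a log2 fold change of 0.37, adjusted p = 0.25, and CecB at -0.22, adjusted p = 0.641) did not pass camera. Nor did the circadian clock (cyc, log2 fold change 0.24, 1 higher of 4, adjusted p = 0.473) or the cytosolic heat shock proteins (adjusted p = 0.955), of whose 5 genes limma passed 0, and 0 at an unadjusted p under 0.05. The markers of crystal cells (1 measured gene), fat body (2) and neurons (2) had too few measured genes to test, and limma passed 0 of these genes, also at an unadjusted p under 0.05. Of the replication-dependent histones the annotation names only the probeset of a variant gene, His2Av (log2 fold change -0.13, adjusted p = 0.352), so that list was not tested; His1 and His2A, named through Table S1, were lower.

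Pgk, Nup50 and Gdh were low in the 48 hr pair, when the CoVa signal was not. They were not alone, as other genes of Figure 2 had risen in that pair, with ratios of 2.24 for Pfk and 1.76 for CG7841. The mean log2 response of the 22 genes of Figure 2, each signed by its own direction, was 0.62 there. If loss of the CoVa transcript were the cause, the mean log2 difference of Pgk, Nup50 and Gdh should follow that of CoVa over the 10 pairs. The relation had r = 0.232 (permutation p = 0.464, rho 0.0545 with p = 0.892; -0.154 without the 2 farthest pairs, 0.579 within experiments, bootstrap interval -0.727 to 0.792), so that it cannot be told apart from no relation at this number of pairs. A direct effect of the interfering RNA on these transcripts is a possible explanation, which was not tested. The paper gives the primers of that RNA, but no sequence of CoVa or of these transcripts was used here.

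Other ways to split the 20 arrays into groups of 10 show what chance gives. Over 100 splits, only 1, the real one, reached the value for the changed probesets (1754, highest other 1451), the stringent criteria (24, highest other 8) and the less stringent criteria (144, highest other 17). This would exclude chance only if the arrays were exchangeable. The split with 1451 put 7 of the 8 arrays of experiment 3 in a single group, and the 3 other splits that did so gave 4 or fewer. The arrays come from 3 time courses, which alone are too few for such a test, and 1 value per experiment and condition left 128 higher and 39 lower probesets. For the gene lists chance cannot be excluded (13, highest other 14; 5 splits as large). Among 100 splits that part every matched pair as the real one does, the highest others were 1330 for the changed probesets, 3594 against 4110 with the matched pairs as a block, 13 for the lists, 15 and 104 for the criteria. Apart from the count of lists, these come from a split that turned only 1 of the 10 pairs round and so kept the real grouping in the others. None of those that turned 2 or more round gave a changed probeset with limma. For the lists, 7 of the 100 splits, the real one included, reached 13, among them splits that turned 2, 3 and 4 pairs round. The median of the other splits was 6 lists. At 168 hr, 10 splits are too few for a share under 0.05 (1634, highest other 0).

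In GFP RNAi cells at 72 hr, Syp had 1783 in experiment 2 and 36.7 in experiment 3, zfh1 2503 and 194, and br 570 and 39.9. By 168 hr Syp stood at 1093 in experiment 3. Hsp26 stayed low in experiment 3, at 9.60 in GFP RNAi cells at 168 hr against 4972 in experiment 2. Each of these values is from 1 array.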
